# Bone morphogenetic protein 7 promotes resistance to immunotherapy

**DOI:** 10.1038/s41467-020-18617-z

**Published:** 2020-09-24

**Authors:** Maria Angelica Cortez, Fatemeh Masrorpour, Cristina Ivan, Jie Zhang, Ahmed Younes, Yue Lu, Marcos R Estecio, Hampartsoum B. Barsoumian, Hari Menon, Mauricio da Silva Caetano, Rishab Ramapriyan, Jonathan E. Schoenhals, Xiaohong Wang, Ferdinandos Skoulidis, Mark D. Wasley, George Calin, Patrick Hwu, James W. Welsh

**Keywords:** Cancer therapeutic resistance, Cancer immunotherapy, Cancer therapeutic resistance

## Abstract

Immunotherapies revolutionized cancer treatment by harnessing the immune system to target cancer cells. However, most patients are resistant to immunotherapies and the mechanisms underlying this resistant is still poorly understood. Here, we report that overexpression of BMP7, a member of the TGFB superfamily, represents a mechanism for resistance to anti-PD1 therapy in preclinical models and in patients with disease progression while on immunotherapies. BMP7 secreted by tumor cells acts on macrophages and CD4^+^ T cells in the tumor microenvironment, inhibiting MAPK14 expression and impairing pro-inflammatory responses. Knockdown of BMP7 or its neutralization via follistatin in combination with anti-PD1 re-sensitizes resistant tumors to immunotherapies. Thus, we identify the BMP7 signaling pathway as a potential immunotherapeutic target in cancer.

## Abstract (web summary)

The mechanisms underlying resistance to immunotherapy are still poorly understood. Here, the authors show that BMP7, a molecule part of the TGF-beta superfamily, suppresses proinflammatory antitumor responses and may represent a target for overcoming resistance to PD1 inhibitors.

## Introduction

Although antibodies blocking PD1/PDL1 have led to impressive clinical responses in some patients with melanoma, lung cancer, or renal cell carcinoma, the objective response rates to single-agent anti-PD1 or -PDL1 therapies are only 15–25% in chemotherapy-refractory non-small cell lung cancer (NSCLC)^1,2^. That many patients either do not respond to or develop recurrence after immunotherapy indicates the presence of intrinsic or acquired resistance^3^. This observation raises fundamental questions about mechanisms underlying nonresponse and potential strategies to overcome anti-PD1/PDL1 resistance—a major unmet therapeutic need. To answer these questions, we previously generated an anti-PD1-resistant preclinical tumor model involving an anti-PD1-resistant variant of the murine lung cancer cell line 344SQ in syngeneic mice^4^. On that study, we found that 344SQR-resistant tumors are enriched in myeloid-derived suppressor cells (MDSCs) with decreased infiltration of CD4^+^ and CD8^+^ T cells, and reduced interferon-gamma (IFNG) production^4^. We sought to identify mechanisms of resistance to anti-PD1 therapy and found several promising pathways that have potential as both biomarkers and therapeutic targets to overcome immune evasion. Specifically, we found that anti-PD1-resistant tumors overexpress bone morphogenetic protein (BMP)7, also known as OP-1. BMP7 is a secreted protein that belongs to the transforming growth factor beta (TGFB) superfamily and regulates proliferation, differentiation, and apoptosis in many different cell types by altering target gene transcription. BMP ligands bind to and form heteromeric complexes with two types of serine/threonine kinase receptors on the cell surface, which then activate the “small mothers against decapentaplegic” (SMADs) proteins in cells^5–7^.

BMPs can act as either tumor suppressors or oncogenes depending on the cellular context and tumor type. BMP7 has been reported in a wide range of human cancers and is associated with metastasis and poor prognosis^8–13^. In lung cancer, BMP7 overexpression was associated with lymph node involvement and an indicator of bone metastasis^14,15^. The immune-regulatory functions of BMPs are not well understood. Nonetheless, accumulating evidence indicates that BMPs regulate immune cell responses and are immunosuppressive in cancer^16^. For example, BMPs have been shown to regulate activation, growth, and cytokine secretion in macrophages and to promote PDL1 and PDL2 upregulation in dendritic cells^17–19^. Treatment with BMP7 in vitro and in vivo significantly enhanced monocyte polarization into M2 macrophages^20–22^. Here, we report that BMP7 is overexpressed in an anti-PD1-resistant mouse model and in patients with disease that progressed while on immunotherapy. Our findings show that BMP7 regulates proinflammatory responses in the tumor microenvironment by suppressing mitogen-activated protein kinase 14 (MAPK14) signaling in macrophages and CD4^+^ T cells. Furthermore, BMP7 inhibition in combination with anti-PD1 therapy activates CD4^+^ and CD8^+^ T cells in tumors, decreases M2 macrophages, and re-sensitizes resistant tumors to immunotherapies.

## Results

### BMP7 is upregulated in tumors that did not respond to anti-PD1

We previously generated a syngeneic preclinical model of NSCLC (p53^R172HΔg^/+Kras^LA1/+^) with acquired resistance to anti-PD1^4^. 

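DNA methylation was measured by reduced representation bisulfite sequencing (RRBS), which reads CpG-rich fragments of the genome after bisulfite treatment and counts each CpG cytosine as methylated or unmethylated. The DNA came from 4 tumors that grew in the legs of syngeneic female mice after injection of tumor cells. Of these tumors, 2 were of the parental lung cancer line and 2 were of the line derived from it that is resistant to anti-PD1. Every mouse was given 4 doses of anti-PD1 at 10 mg/kg from day 4, and the tumors were collected 24 h after the last dose. The authors trimmed the reads, mapped them to the mouse genome (build mm10, which is GRCm38) with Bismark, and deposited for each tumor the read coverage of every CpG on each strand and the percent of those reads that were methylated, with the tumors kept apart and without a coverage minimum. The coverage summed over all CpG sites, which is the depth that all values here rest on, was 116794455 CpG calls in replicate 1 and 138331886 in replicate 2 of the parental line, and 160548303 in replicate 1 and 174689402 in replicate 2 of the resistant line. The paper's Methods give the depth as mapped reads, of which a single one can cover several CpG sites. The number of methylated reads at a site was taken as the coverage times the percent, rounded to a whole number. Promoters were placed with the GENCODE vM21 basic annotation of GRCm38, over all transcription start sites (TSS) of a gene. A gene's methylation in a tumor was the mean of the percentages of its promoter's CpG sites, and the values of a line are the mean and SD of its 2 tumors.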

In the current study, we investigated methylation differences in specific genomic regions comparing anti-PD1-resistant tumors (344SQR) with their parental-tumor counterparts (344SQP). Overall, genes were hypomethylated in anti-PD1-resistant tumors compared with parental tumors (Fig. 1a). 

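Over the 1081201 CpG sites with at least 20 reads in all 4 tumors, mean methylation was 31.0% and 32.7% in the parental tumors and 29.4% and 29.1% in the resistant tumors. The mean of the lines was 31.9% ± 1.23 (SD, n = 2) in parental tumors and 29.3% ± 0.212 (SD, n = 2) in resistant tumors, a difference of −2.59 percentage points, which is larger than the SD of either line. A two-sided exact permutation test gave p = 0.33, which is the smallest p that 2 tumors against 2 allow, so no difference of single values between these lines can reach 0.05. Leaving out a parental tumor moved this difference more than any other setting, to −1.71 or −3.46 points.

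The share of CpG sites with methylation of 0 to 20% was 59.6% and 57.6% in the parental tumors (mean 58.6% ± 1.38) and 60.0% and 61.2% in the resistant tumors (mean 60.6% ± 0.801). Sites with 80 to 100% methylation made up 22.0% ± 0.404 in parental tumors and 18.5% ± 0.00798 in resistant tumors, a change of −3.49 points. The classes between them held 7.11% of sites in parental tumors and 7.04% in resistant tumors for 20 to 40%, 5.68% and 6.90% for 40 to 60%, and 6.61% and 6.98% for 60 to 80%. Counted by site, the difference between the lines lay mostly outside promoters. At the 604870 sites in promoters, mean methylation was 10.0% ± 1.53 in parental tumors and 9.67% ± 1.29 in resistant tumors, a difference smaller than the spread between tumors of a line (−0.369 points, two-sided exact permutation p = 0.667). Between tumors of the same number it was lower in the resistant line both times, at 8.96% against 8.75% in replicate 1 and 11.1% against 10.6% in replicate 2 (parental against resistant). At the 476331 other sites it was 59.6% ± 0.860 and 54.2% ± 2.12, a difference of −5.40 points. The mean over promoters, with each gene counted once, was 23.7% ± 1.14 in parental tumors and 21.7% ± 0.103 in resistant tumors, a difference of −2.05 points that is larger than the SD of either line (two-sided exact permutation p = 0.33). By gene, 13633 promoters had a lower mean in resistant tumors and 6491 a higher one, with a median difference of −0.233 points.

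**Figure D1:**
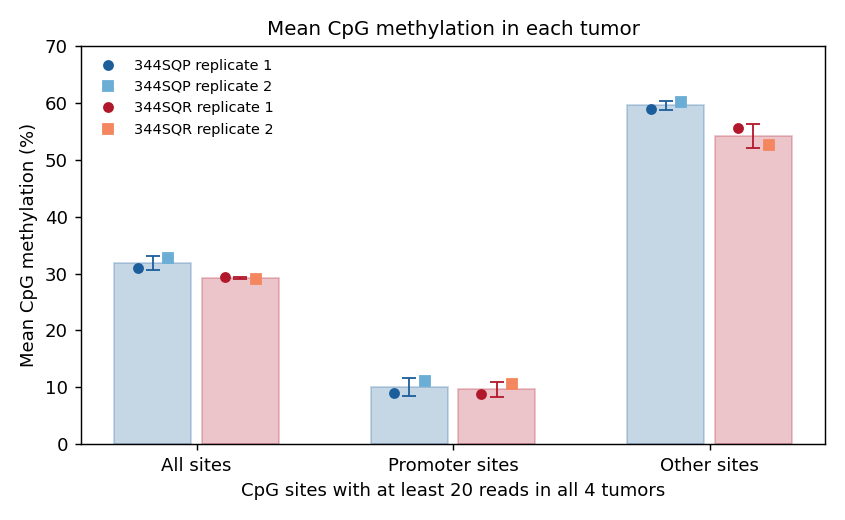
Mean CpG methylation (%) of all sites, promoter sites and other sites in each tumor. Bars are the means of the 2 tumors of a line (parental tumors in blue, resistant tumors in red), error bars are SDs and points are tumors. Both resistant tumors lie below both parental tumors over all sites and over other sites, while the tumors of the lines overlap at promoter sites.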

Although some genes such as *KCNK4*, *RAVER2*, and *NAV1* were hypermethylated, others including *BMP7*, *SNORD37*, and *SLC2a13* were hypomethylated in 344SQR tumors compared with parental tumors (Fig. 1b; Supplementary Data 1). 

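Among the 20135 promoters with at least 1 qualified CpG site, 7750 had an FDR under 0.05 by the likelihood ratio test and Stouffer's z score, 5932 of them (76.5%) lower and 1818 higher in resistant tumors. This test takes each read as independent and leaves out the spread between tumors of a line. The other 2 ways to split the 4 tumors into pairs, each with 1 tumor of each line on both sides, gave 7249 and 4919 promoters. Tumors with the same replicate number deviated together from the means of their lines (Pearson's r = 0.663 across promoters, which are not independent replicates). With the replicate number as a block, in a Mantel-Haenszel test per site, 7549 promoters passed, of which 7326 were also called without the block. The test moved this count most. edgeR's quasi-likelihood test on the methylated and unmethylated reads of each promoter counts the spread between tumors. It called 14 of 20124 promoters, all lower in resistant tumors. For replicate 1 against replicate 2 of both lines it called 47, and for the other mixed split 0. With the replicate number as a block it called 2367, with 1886 lower and 481 higher. The block leaves fewer residual degrees of freedom to estimate the spread of a promoter.

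Bmp7 promoter methylation was 31.1% ± 12.7 (SD, n = 2 tumors) in parental tumors and 6.69% ± 4.16 (SD, n = 2) in resistant tumors, over 61 CpG sites. The difference of −24.4 points was larger than the SD of either line, and its combined z score was −46.4. On the scale of edgeR, the log2 ratio of the odds of methylation was −2.64 (adjusted p = 0.315) without the block and −2.65 (adjusted p = 2.12e-33) with it.

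Slc2a13 (ENSMUSG00000036298, promoter on chromosome 15 from 91572761 to 91574261) had 57 qualified sites with 25 to 276 reads each. Its methylation was 27.2% ± 7.56 in parental tumors and 5.52% ± 1.25 in resistant tumors, a difference of −21.7 points. The adjusted p from edgeR was 0.102 without the block and 3.68e-46 with it. Snord37 (ENSMUSG00000064441, chromosome 10, 81177950 to 81179450), a small nucleolar RNA gene, had 6 sites with 57 to 248 reads. Its values were 70.6% ± 6.23 and 36.0% ± 23.1, where the 2 resistant tumors were at 52.4% and 19.7%, and the adjusted p from edgeR was 0.579 without and 4.38e-05 with the block.

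Kcnk4 (ENSMUSG00000024957, chromosome 19, 6934015 to 6935515) had 25 sites with 46 to 263 reads. Its methylation was 43.0% ± 15.0 in parental tumors and 65.9% ± 16.5 in resistant tumors, 22.9 points higher, and the lines lay close together, with 53.6% in replicate 2 of the parental line and 54.2% in replicate 1 of the resistant line. The adjusted p from edgeR was 0.584 without the block and 2.60e-07 with it. Raver2 (ENSMUSG00000035275, chromosome 4, 101067983 to 101069483) had 85 sites with 58 to 356 reads. Its methylation was 6.46% and 26.4% in the parental tumors and 25.1% and 51.1% in the resistant tumors, so the lines overlapped. Within each pair of tumors with the same replicate number it was higher in resistant tumors, and the adjusted p from edgeR was 0.624 without the block and 2.76e-31 with it. Nav1 (ENSMUSG00000009418) has 3 annotated TSS on chromosome 1, whose promoter windows lie between 135584855 and 135608295 and hold 16 qualified sites with 32 to 289 reads. Its methylation was 21.7% ± 9.02 in parental tumors and 45.8% ± 11.9 in resistant tumors, 24.1 points higher, with an adjusted p from edgeR of 0.443 without and 1.16e-05 with the block.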

Our initial finding via microarray analysis that BMP7 was one of the top genes upregulated in the anti-PD1-resistant model (Supplementary Table 1) led us to focus here on validating BMP7 as a target for resistance to anti-PD1. We confirmed that the BMP7 promoter CpG is hypomethylated, with an average of 4.28% in 344SQR tumors versus 28.68% in 344SQP tumors (Fig. 1c; Supplementary Table 2). We next validated BMP7 upregulation at the mRNA level in 344SQR and 344SQP tumors using quantitative polymerase chain reaction (PCR) (Fig. 1d). Because BMP7 is a secreted protein, we evaluated BMP7 levels in plasma from mice bearing resistant or parental tumors. We found that BMP7 levels were higher in serum from mice bearing 344SQR tumors than in mice with parental tumors treated with anti-PD1 therapy (Fig. 1e). We then analyzed BMP7 levels in pretreatment plasma samples from patients with subsequent progressive disease (PD) on pembrolizumab versus patients with progressive response (PR) or stable disease (SD) (NCT02444741; NCT02402920). Patients with progression on pembrolizumab had significantly higher levels of plasma BMP7 before treatment than did patients with PR or SD (Fig. 1f). We validated BMP7 upregulation at the protein level in 344SQR and 344SQP tumors (Fig. 1g) and in samples from patients with NSCLC, mixed Mullerian carcinoma, and adrenocortical carcinoma that initially responded to and later progressed on pembrolizumab (NCT02444741) or ipilimumab (NCT02239900) using immunohistochemical staining. We found that BMP7 was overexpressed in the progressed sample (PD) compared with primary tumor (pretreatment) (Fig. 1h–j). Collectively, our findings show that tumors resistant to anti-PD1 had upregulated BMP7 expression and secretion and suggest that its overexpression may promote resistance to immunotherapies.

**Fig. 1:**
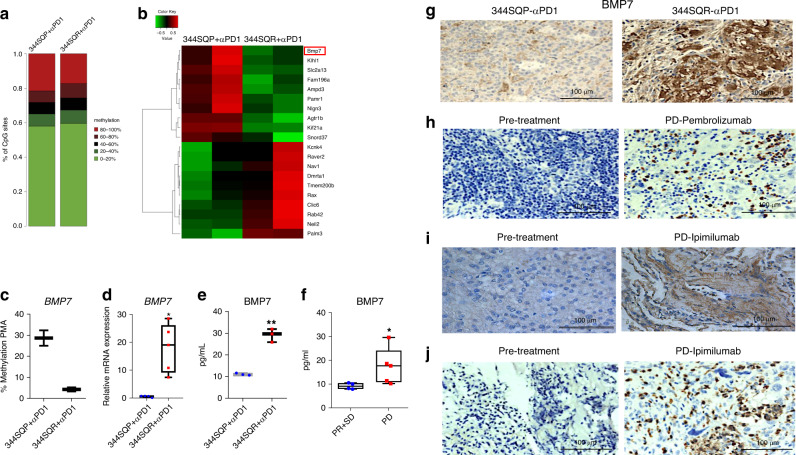
BMP7 is upregulated in tumors resistant to immunotherapies. **a**, **b** Reduced representation bisulfite sequencing (RRBS) results from 344SQP (parental) (*n* = 2 biologically independent samples) and 344SQR (anti-PD1-resistant) (*n* = 2 biologically independent samples) tumors treated with anti-PD1 (10 mg/kg). **a** Percentages of CpG sites methylation and **b** heatmap of top 10 hypomethylated (green) and 10 hypermethylated (red) genes in 344SQP (*n* = 2 biologically independent samples) and 344SQR (*n* = 2 biologically independent samples) tumors treated with anti-PD1(10 mg/kg). The methylation percentages for CpG sites were calculated by the bismark_methylation_extractor script from Bismark and an in-house Perl script. the differential methylation on CpG sites was statistically assessed by R/Bioconductor package methylKit (version 0.9.5). The CpG sites with read coverage ≥20 in all the samples were qualified for the test. The significance of differential methylation on gene level was calculated using Stouffer’s z score method by combining all the qualified CpG sites inside each gene’s promoter region (defined as −1000bp to +500 of TSS), and was corrected to FDR by Benjamini & Hochberg (BH) method. **c** Pyrosequencing methylation assay with specific primers for BMP7 CpG in 344SQP (*n* = 2 biologically independent samples with three technical replicates for each sample) and 344SQR (*n* = 2 biologically independent samples with three technical replicates for each sample) tumors treated with anti-PD1(10 mg/kg). Box-and-whisker plots show the minimum and maximum values. **d** Quantitative polymerase chain reaction (PCR) analysis of BMP7 expression in 344SQP (*n* = 4 biologically independent samples with two technical replicates for each sample) and 344SQR (*n* = 5 biologically independent samples with two technical replicates for each sample) tumors treated with anti-PD1 (10 mg/kg). *ACTB* expression was used as a housekeeping gene for quantitative PCR analysis. The comparative Ct method was used to calculate the relative abundance of mRNAs compared with *ACTB* expression. Box-and-whisker plots show the minimum and maximum. **p = 0.0159, two-sided Mann–Whitney test. **e** Enzyme-linked immunosorbent assay of BMP7 levels in serum from mice bearing 344SQR (*n* = 3 biologically independent samples with two technical replicates for each sample) or 344SQP (*n* = 3 biologically independent samples with two technical replicates for each sample) tumors treated with anti-PD1(10 mg/kg). Box-and-whisker plots show the minimum and maximum. **p = 0.0080 unpaired, two-sided *t* tests. **f** Enzyme-linked immunosorbent assay for BMP7 in pretreatment plasma collected from patients with disease that progressed (PD) (*n* = 5 biologically independent samples) on pembrolizumab (NCT02444741; NCT02402920) versus patients with progressive response (PR) or stable disease (SD) (*n* = 4 biologically independent samples). Box-and-whisker plots show the minimum and maximum. *p = 0.0317, two-sided Mann–Whitney test. **g** Representative images of immunohistochemical stains of BMP7 expression in formalin-fixed paraffin-embedded tissue sections from 344SQP and 344SQR tumors treated with anti-PD1. Data shown are representative of two reproducible independent experiments. Scale bar, 100 μm (×40 magnification). **h**–**j** Representative images of immunohistochemical stains of BMP7 expression in formalin-fixed paraffin-embedded tissue sections collected from patients with NSCLC, adrenocortical carcinoma, and mixed Mullerian carcinoma before and at the time of disease progression on pembrolizumab or ipimilumab. Data shown are representative of two reproducible independent experiments. Scale bar, 100 μm (×40magnification).

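All 20 genes of the heatmap in Fig. 1b had an FDR under 0.05 by the likelihood ratio test and Stouffer's z score, 10 lower and 10 higher in resistant tumors, in the directions that the heatmap shows. Differences ranged from −34.5 to −11.1 points among the lower genes and from 20.0 to 34.7 points among the higher genes, and each was larger than the SD of either line. In 19 of the 20 genes the 2 tumors of one line lay entirely above those of the other, which chance gives for 33.3% of genes with 2 tumors per line. The exception was Raver2. These genes were selected on the same tumors, so their separation is no test of its own.

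edgeR's quasi-likelihood test called 1 of the 20 genes at an adjusted p under 0.05 over all promoters, Kif21a, and 14 when the adjustment covered the 20 genes alone. At an unadjusted p under 0.05 it counted 16. With the replicate number as a block it called all 20. Kif21a (ENSMUSG00000022629, promoter windows on chromosome 15 from 91049318 to 91050948, 74 sites with 27 to 296 reads) had the smallest spread, with 24.3% in both parental tumors and 2.17% and 2.16% in the resistant tumors (log2 ratio of odds −3.90, adjusted p = 0.0131 from edgeR). In replicate 2, methylation was above that of replicate 1 for 9 of the 10 higher genes in each line, and for 8 of the 10 lower genes in the parental line and 4 in the resistant line. Ampd3 had 50 sites over 3 TSS and the smallest difference, from 21.8% ± 4.41 in parental tumors to 10.8% ± 0.925 in resistant tumors.

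**Figure D2:**
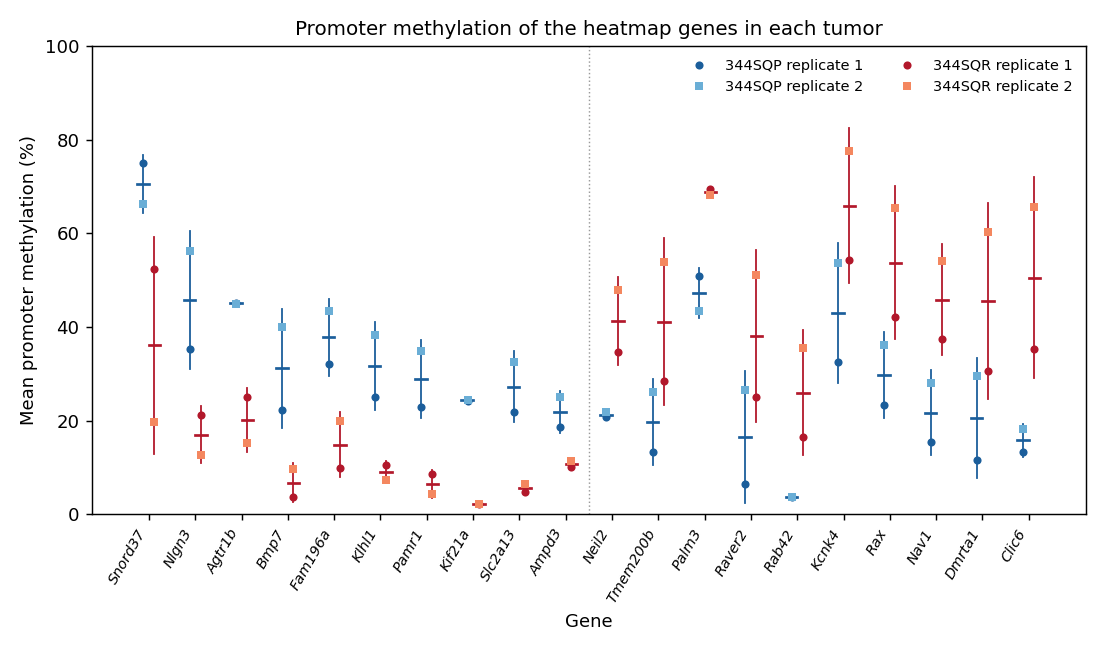
Mean promoter methylation (%) of the 20 genes of the heatmap, in order of the difference between the lines, with the genes lower in resistant tumors on the left of the dotted line. Points are tumors, horizontal bars are the means of the 2 tumors of a line and vertical bars are SDs. The tumors of the lines overlap only in Raver2.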

### BMP7 modulates MAPK14 in tumors and immune cells

Next, to identify the molecular mechanism by which BMP7 promotes resistance to anti-PD1, we analyzed the expression levels and activation status of 243 proteins in 344SQP and 344SQR tumors treated with anti-PD1. Proteins known to be modulated by BMP7 were found to be expressed at different levels in resistant tumors than in parental tumors. For example, MAPK14 was downregulated and CTNNB1 (β-catenin) was upregulated in 344SQR versus 344SQP. Other downregulated proteins included CDKN2A (p16), PTEN, and granzyme B (GZMB), and other upregulated proteins included HIST3H3, SOX2, and PARP1 (Fig. 2a; Supplementary Table 3). Next, we evaluated if MAPK14 downregulation depended on BMP7 expression. We found that MAPK14 mRNA levels were upregulated in BMP7-knockdown tumors treated with anti-PD1 relative to control tumors (Supplementary Figs. 1 and 11). Because MAPK14 is inhibited by BMP7^23,24^ via SMAD1 at high BMP7 concentrations^25^, we analyzed MAPK14, SMAD1, and p-SMAD1/5/9 expression in 344SQP versus 344SQR tumors treated with IgG or anti-PD1. We found that 344SQR tumors treated with IgG or anti-PD1 expressed less MAPK14 and had higher activation of SMAD1 than did parental tumors (Fig. 2b, d; Supplementary Fig. 2a). We then evaluated MAPK14, SMAD1, and SMAD1/5/9 activation status in BMP7-knockdown tumors treated with IgG or anti-PD1 and control tumors, and confirmed that BMP7-knockdown tumors had higher MAPK14 expression and lower SMAD1 activation than control tumors treated with IgG or anti-PD1 (Fig. 2c, e Supplementary Fig. 2b). Notably, we next validated BMP7 and MAPK14 expression and SMAD1 activation in samples from patients with NSCLC and adrenocortical carcinoma that progressed in the lung after treatment with pembrolizumab and ipilimumab, respectively. Patients with disease progression on immunotherapy expressed higher levels of BMP7 as previously shown in Fig. 1 and activation of SMAD1/5/9 and lower levels of MAPK14 in tumors after immunotherapy than in pretreatment tumors (Fig. 2f, Supplementary Fig. 2c). These findings suggest that BMP7 downregulates MAPK14 via activation of SMAD1 pathway in tumors resistant to anti-PD1 therapy.

**Fig. 2:**
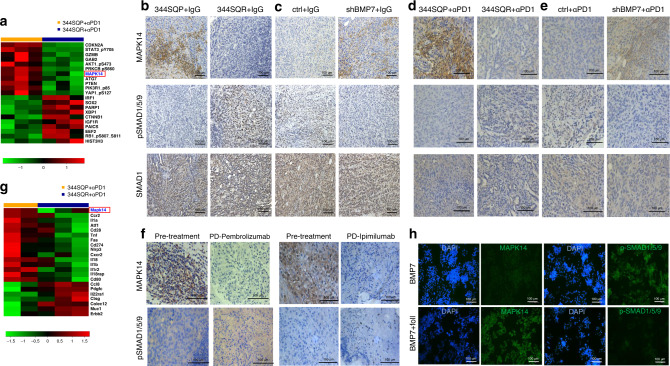
BMP7 modulates MAPK14 in anti-PD1-resistant tumors and immune cells. **a** Reverse phase protein array (RPPA) results on expression levels and activation status of 243 proteins in 344SQP (*n* = 3 biologically independent samples) and 344SQR (*n* = 3 biologically independent samples) tumors treated with anti-PD1(10 mg/kg). Normalized data were first log2-transformed (log2(x + 1)). Proteins expressed at different levels between groups (downregulated proteins in green and upregulated proteins in red) were identified by a *P* value of <0.05 obtained from LIMMA’s moderated *t* statistic (MAPK14, *p = 0.0107). **b** Representative images of immunohistochemical stains for MAPK14, SMAD1/5/9 phosphorylation, and SMAD1 in formalin-fixed paraffin-embedded tissue sections from 344SQP and 344SQR tumors treated with IgG (10 mg/kg). Scale bar, 100 μm (×40 magnification). Data shown are representative of two reproducible independent experiments of  three biologically independent samples. **c**, Representative images of immunohistochemical stains for MAPK14, SMAD1/5/9 phosphorylation, and SMAD1 in formalin-fixed paraffin-embedded tissue sections from BMP7-knockdown tumors treated with IgG (10 mg/kg) compared with control (scale bar, 100 μm) (×40 magnification). Data shown are representative of two reproducible independent experiments of three biologically independent samples. **d** Representative images of immunohistochemical stains for MAPK14, SMAD1/5/9 phosphorylation, and SMAD1 in formalin-fixed paraffin-embedded tissue sections from 344SQP and 344SQR tumors treated with anti-PD1(10 mg/kg). Scale bar, 100 μm (×40 magnification). Data shown are representative of two reproducible independent experiments of three biologically independent samples. **e** Representative images of immunohistochemical stains for MAPK14, SMAD1/5/9 phosphorylation, and SMAD1 in formalin-fixed paraffin-embedded tissue sections from BMP7-knockdown tumors treated with anti-PD1(10 mg/kg) compared with control (scale bar, 100 μm) (×40 magnification). Data shown are representative of two reproducible independent experiments of three biologically independent samples. **f** Representative images of immunohistochemical stains for MAPK14 and SMAD1/5/9 phosphorylation in formalin-fixed paraffin-embedded tissue sections from two patients collected before treatment and at the time of disease progression on pembrolizumab or ipimilumab. Scale bar, 100 μm (×40 magnification). Data shown are representative of two reproducible independent experiments. **g** Nanostring immune panel results for 770 genes in tumor-infiltrating leukocytes (TILs) collected from 344SQP (*n* = 2 biologically independent samples) and 344SQR (*n* = 3 biologically independent samples) tumors treated with anti-PD1(10 mg/kg). Genes expressed at different levels between groups (downregulated genes in green and upregulated genes in red) were identified by a *P* value of <0.05 obtained from LIMMA’s moderated *t* statistic (MAPK14, *p* = 0.0047). **h** Immunofluorescence analysis of MAPK14 and SMAD1/5/9 phosphorylation (green) in the macrophage cell line RAW 264.7 at 24 h after treatment with BMP7 (250 ng) or BMP7 plus follistatin (foll) (250 ng). DAPI (blue) was used to stain cellular nucleus. Data shown are representative of three reproducible independent experiments. Scale bar, 100 μm (×40 magnification).

Next, we hypothesized that secreted BMP7 negatively affects immune cells in the tumor microenvironment of anti-PD1-resistant tumors. We then analyzed tumor-infiltrating leukocytes (TILs) collected from 344SQP and 344SQR tumors treated with anti-PD1 with the Nanostring Immune Panel. Strikingly, we found that *MAPK14* was also downregulated in TILs from 344SQR tumors relative to parental tumors (Fig. 2g). Interestingly, we also found different expression levels of *SLC7A11*, *CD274* (PDL1), *NLRP3*, and *MUC1* in TILs isolated from 344SQR versus parental tumors treated with anti-PD1 (Fig. 2g; Supplementary Table 4). We further found that several inflammatory cytokines and genes regulated by MAPK14 were downregulated in TILs from the 344SQR tumors relative to parental tumors, including *IL1A*, *IL1B*, *TNF*, and *ATF1* (Fig. 2g). To validate these findings, we analyzed serum levels of MAPK14-regulated cytokines and chemokines from mice bearing 344SQR or 344SQP tumors. In agreement with our Nanostring data, levels of IL1A, IL1B, and TNF were downregulated in serum from mice bearing 344SQR tumors versus parental tumors (Supplementary Fig. 3; Supplementary Methods). We further found that CCL5 (RANTES), IFNG, and IL2 (also related to MAPK14 signaling) were downregulated in serum from mice bearing 344SQR tumors versus parental tumors, although those findings were not evident in the Nanostring data. As BMP7 was shown to be correlated with TGFB, we analyzed serum levels of TGFG1, TGFG2, and TGFB3 from mice bearing 344SQR or 344SQP tumors treated with IgG control or anti-PD1 antibodies by enzyme-linked immunosorbent assay (ELISA). We did not find differences in TGFB levels in 344SQP vs. 344SQR treated with IgG control or 344SQP vs. 344SQR treated with anti-PD1 antibodies. Next, we evaluated whether BMP7 promotes MAPK14 downregulation via SMAD1 in TILs, as was previously seen for 344SQR tumors and patients’ samples. We found that MAPK14 expression was higher in a macrophage cell line (RAW 264.7) treated with BMP7 plus the BMP antagonist follistatin compared with BMP7 alone (Fig. 2h), and we found that p-SMAD1/5/9 was lower in cells treated with BMP7 plus follistatin versus BMP7 alone (Fig. 2h). These results suggest that BMP7 regulates MAPK14 expression via SMAD1 signaling not only in tumors resistant to anti-PD1 but also in immune cells.

### BMP7 reduces proinflammatory signaling via MAPK14 suppression

In order to determine whether MAPK14 downregulation in TILs depended on BMP7 secretion in the tumor microenvironment, we evaluated the expression of *MAPK14* and *MAPK14*-regulated cytokines and chemokines in TILs isolated from BMP7-knockdown tumors and control tumors treated with IgG or anti-PD1. We found that *MAPK14*, *IL1A*, *IL1B*, *TNF*, and *CCL5* expression levels were increased in TILs from BMP7-knockdown tumors versus control (Fig. 3a, b; Supplementary Data 2). We silenced *MAPK14* in RAW 264.7 cells with siRNAs and analyzed *IL1A, IL1B, TNF*, and *CCL5* expression to confirm that *MAPK14* regulates *IL1A, IL1B, TNF*, and *CCL5* expression in RAW 264.7 cells (Supplementary Fig. 4a; Supplementary Methods). We then treated RAW 264.7 cells and peritoneal macrophages with BMP7 and found that these cells had lower expression of *MAPK14* and *MAPK14*-regulated cytokines and chemokines when treated with BM7 versus untreated control (Fig. 3c, d). We next treated RAW 264.7 cells with BMP7 with or without follistatin and found that RAW 264.7 cells had lower expression of *MAPK14* and *MAPK14*-regulated cytokines and chemokines when treated with BM7 versus untreated control and BM7 plus follistatin (Fig. 3e). We next investigated if tumor-secreted BMP7 regulates *IL1A, IL1B, TNF*, and *CCL5* via *MAPK14* in macrophages. We first measured BMP7 levels in media from 344SQP vs. 344SQR, and 344SQR ctrl vs. 344SQR shBMP7. As expected, 344SQR cells secreted higher levels of BMP7 than 344SQP cells, and BMP7-knockdown cells secreted lower BMP7 levels than 344SQR ctrl (Fig. 3f). We then co-cultured RAW 264.7 cells with 344SQP or 344SQR and found that macrophages cultured with 344SQR cells had lower expression of *MAPK14* and *MAPK14*-regulated cytokines and chemokines compared with cells co-cultured with 344SQP cells. To confirm that these findings depended on BMP7 rather than some other secreted molecule, we co-cultured macrophages with 344SQR ctrl or 344SQR shBMP7 cells. Macrophages co-cultured with 344SQR shBMP7 cells had higher expression of *MAPK14* and *MAPK14*-regulated cytokines and chemokines compared with 344SQR ctrl (Fig. 3g). We finally co-cultured RAW 264.7 cells and peritoneal macrophages with 344SQR cells and treated them with follistatin. We found that macrophages co-cultured with 344SQR and treated with follistatin or the BMP receptor inhibitor K02288 had higher expression of *MAPK14* and *MAPK14*-regulated cytokines and chemokines versus 344SQR co-culture only (Fig. 3h, i; Supplementary Fig. 5; Supplementary Methods). These findings demonstrate that BMP7 regulates proinflammatory cytokine and chemokine expression via *MAPK14* in macrophages.

**Fig. 3:**
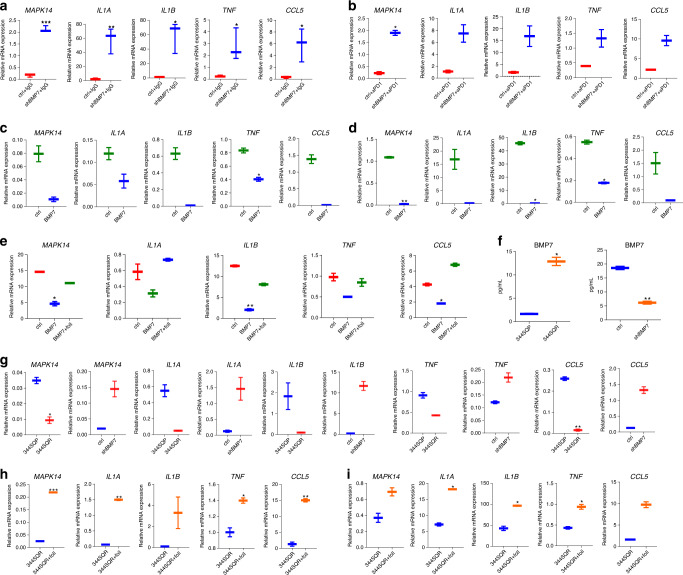
BMP7 reduced macrophage-mediated proinflammatory signaling via MAPK14. **a**, **b** BMP7-knockdown and –control cells (0.5 × 10^6^) were injected into 129 Sv/Ev mice and treated with IgG (*n* = 3 biologically independent samples) or anti-PD1 (10 mg/Kg) (*n* = 2 biologically independent samples) twice a week for 2 weeks. A week after the final IgG and anti-PD1 treatment, tumor-infiltrating leukocytes (TILs) were collected, and expression of *MAPK14*, *IL1A*, *IL1B*, *TNF*, and *CCL5* were analyzed by quantitative PCR. Box-and-whisker plots show the minimum and maximum values. *P* values are from unpaired, two-sided *t* tests. Statistical significance was defined as *,*P* < 0.05, **,*P* < 0.01, ***P < 0.001, and ****, *P* < 0.0001. **c**, **d** Quantitative PCR of *MAPK14*, *IL1A*, *IL1B*, *TNF*, and *CCL5* expression in RAW 264.7 cells **c** and peritoneal macrophages **d** untreated or treated with BMP7 (250 ng) for 24 or 48 h. Box-and-whisker plots show the minimum and maximum values of two independent experiments. **e** Quantitative PCR of *MAPK14*, *IL1A*, *IL1B*, *TNF*, and *CCL5* expression in RAW 264.7 cells untreated and treated with BMP7 (250 ng) or BMP7 plus follistatin (foll) (250 ng) for 24 h. Box-and-whisker plots show the minimum and maximum values of  two independent experiments. **f** BMP7 levels in cell culture supernatant from 344SQP, 344SQR, and 344SQR ctrl and 344SQR shBMP7 cells analyzed by enzyme-linked immunosorbent assay. Box-and-whisker plots show the minimum and maximum values of two biologically independent samples. **g** Quantitative PCR of *MAPK14*, *IL1A*, *IL1B*, *TNF*, and *CCL5* expression in RAW 264.7 cells co-cultured with 344SQP or 344SQR, and 344SQR shBMP7 or 344SQR ctrl cells for 24 h. Box-and-whisker plots show the minimum and maximum values of two independent experiments. **h**, **i** Quantitative PCR of *MAPK14*, *IL1A*, *IL1B*, *TNF*, and *CCL5* expression in RAW 264.7 cells and peritoneal macrophages co-cultured with 344SQR cells or 344SQR cells plus follistatin (foll) (250 ng) for 24 or 48 h. *CD45* expression was used as a housekeeping gene for quantitative PCR analysis. The comparative Ct method was used to calculate the relative abundance of mRNAs compared with *CD45* expression. Box-and-whisker plots show the minimum and maximum values of two independent experiments. *P* values are from unpaired, two-sided *t* tests. Statistical significance was defined as *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### BMP7 regulates IFNG and IL2 via MAPK14 in CD4^+^ T cells

As we found that IFNG and IL2 levels were decreased in serum from mice bearing 344SQR tumors versus parental tumors, we next tested if BMP7 affected the expression of *IFNG* and *IL2* in T cells via *MAPK14*. Because we previously observed that BMP7 led to changes in *MAPK14* expression in CD4^+^ T cells but not in CD8^+^ T cells, we focused here on CD4^+^ T cells. First, to investigate whether BMP7 promotes MAPK14 downregulation via SMAD1 in CD4^+^ T cells, we cultured CD4^+^ T cells and treated them with BMP7 with or without follistatin for 60 min and evaluated *MAPK14* expression and SMAD1/5/9 activation via western blotting. *MAPK14* expression was higher in CD4^+^ T cells treated for 60 min with BMP7 plus follistatin versus BMP7 alone compared with actin protein levels (Fig. 4a). On the other hand, SMAD1/5/9 activation was lower in CD4^+^ T cells treated for 60 min with BMP7 plus follistatin versus BMP7 alone compared with actin protein levels as previously published by different studies^26,27^ (Fig. 4a; Supplementary Fig. 11). These findings suggest that BMP7 negatively regulates *MAPK14* expression via SMAD1 signaling not only in tumors and macrophages but also in CD4^+^ T cells. We next investigated *IFNG* and *IL2* expression in TILs isolated from BMP7-knockdown tumors as compared with control tumors treated with IgG or anti-PD1, and we found that *IFNG* and *IL2* expression levels were increased in TILs from BMP7-knockdown tumors versus control (Fig. 4b, c). In order to confirm that *MAPK14* regulates *IFNG* and *IL2* expression, we silenced *MAPK14* in EL4 T cells with shRNAs and analyzed these cytokines expression via quantitative PCR (Supplementary Fig. 4b; Supplementary Methods). We next co-cultured CD4^+^ T cells with 344SQP or 344SQR cells, and 344SQR ctrl or 344SQR shBMP7 cells, and analyzed the expression of *MAPK14*, *IFNG*, and *IL2*. For these experiments, we harvested mouse spleens, collected CD4^+^ T cells by using magnetic beads, and activated those cells with CD3/CD28 antibodies before treatment. We found that co-culture of activated CD4^+^ T cells with 344SQR cells led to decreased *MAPK14*, *IFNG,* and *IL2* expression compared with 344SQP cells (Fig. 4d). To confirm that these findings depended on BMP7 and not on some other secreted molecule, we co-cultured CD4^+^ T cells with 344SQR ctrl or 344SQR shBMP7 cells. Co-culture of CD4^+^ T cells with 344SQR shBMP7 upregulated *MAPK14*, *IFNG*, and *IL2* expression compared with 344SQR ctrl (Fig. 4e). We then treated CD4^+^ T cells with BMP7 with or without follistatin and evaluated *MAPK14*, *IFNG*, and *IL2* expression. We found that CD4^+^ T cells had lower expression of *MAPK14*, *IFNG*, and *IL2* when treated with BMP7 compared with untreated control and BMP7 plus follistatin (Fig. 4f). We next co-cultured CD4^+^ T cells with 344SQR cells and treated them with follistatin and found that those CD4^+^ T cells had higher expression of *MAPK14*, *IFNG*, and *IL2* versus 344SQR without follistatin (Fig. 4g). These findings suggest that BMP7 negatively regulates *IFNG* and *IL2* expression via SMAD1/MAPK14 in CD4^+^ T cells.

**Fig. 4:**
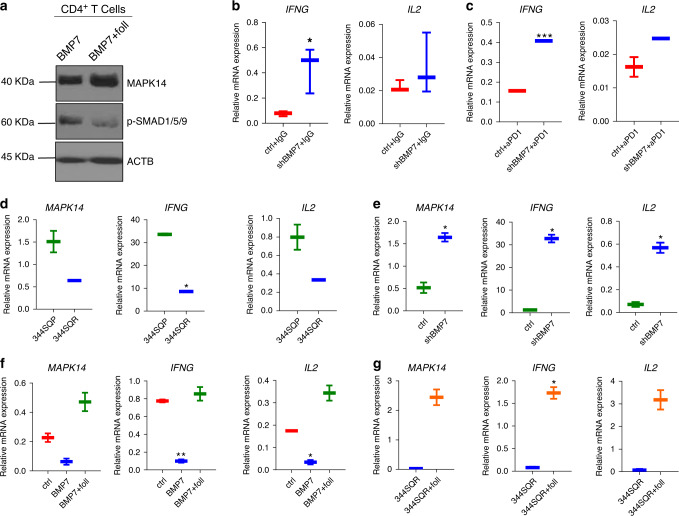
BMP7 regulates CD4^+^ T-cell production of IFNG and IL2 via MAPK14. **a** Western blotting analysis of MAPK14 and SMAD1/5/9 phosphorylation in CD4^+^ T cells at 60 min after treatment with BMP7 (250 ng) or BMP7 plus follistatin (foll) (250 ng). ACTB expression was used for normalization in western blotting. **b**, **c** BMP7-knockdown and –control cells (0.5 × 10^6^) were injected into 129 Sv/Ev mice and treated with IgG (*n* = 3 biologically independent samples) anti-PD1 (10 mg/Kg) (*n* = 2 biologically independent samples) twice a week for 2 weeks. A week after the final IgG or anti-PD1 treatment, tumor-infiltrating leukocytes (TILs) were collected, and expression of *IFNG*, and *IL2* were analyzed by quantitative PCR. Box-and-whisker plots show the minimum and maximum values. *P* values are from unpaired, two-sided *t* tests. Statistical significance was defined as *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. **d**, **e** Quantitative PCR of *MAPK14*, *IFNG*, and *IL2* expression in CD4 + T cells co-cultured with 344SQP or 344SQR, and 344SQR shBMP7 or 344SQR ctrl cells for 24 h. Box-and-whisker plots show the minimum and maximum values  of two independent experiments. **f** Quantitative PCR of *MAPK14*, *IFNG*, and *IL2* expression in CD4^+^ T cells untreated and treated with BMP7 (250 ng) or BMP7 plus follistatin (foll) (250 ng) for 24 h. Box-and-whisker plots show the minimum and maximum values of two independent experiments. **g** Quantitative of *MAPK14*, *IFNG*, and *IL2* expression in CD4^+^ T cells co-cultured with 344SQR cells or 344SQR cells plus follistatin (foll) (250 ng) for 24 h. Box-and-whisker plots show the minimum and maximum values of two independent experiments. *CD45* expression was used as a housekeeping gene for quantitative PCR analysis. The comparative Ct method was used to calculate the relative abundance of mRNAs compared with *CD45* expression. *P* values are from unpaired, two-sided *t* tests. Statistical significance was defined as *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### BMP7 inhibition re-sensitizes anti-PD1-resistant tumors

Next, we tested if BMP7 knockdown could sensitize anti-PD1-resistant tumors to immunotherapy. We injected 344SQR ctrl and 344SQR shBMP7 cells into 129 Sv/Ev mice and treated the mice with IgG control or anti-PD1. BMP7 knockdown was found to re-sensitize tumors to anti-PD1 and extended mouse survival relative to the control group (Fig. 5a). We then evaluated if BMP7 inhibition via follistatin could re-sensitize resistant tumors. We found that BMP7 inhibition via follistatin decreased tumor growth and extended survival compared with anti-PD1 therapy only (Fig. 5b). In order to confirm these effects are not specific to 344SQR cell line, we tested if BMP7 knockdown in 4T1 mouse mammary carcinoma model promote sensitivity to anti-PD1 therapy. Previous studies have shown that 4T1 is poorly immunogenic and 4T1-derived tumors could not generally be cured by anti-PD1 or anti-CTLA-4^28^. We first established 4T1 BMP7-knockdown tumors and control cell lines and then we injected these cells in BALB/c mice and treated tumors with IgG or anti-PD1. Our results demonstrated that BMP7-knockdown sensitized 4T1 mouse mammary carcinoma tumors to anti-PD1 therapy and extended mouse survival relative to the control group (Supplementary Fig. 6; Supplementary Methods). We found increased percentages of CD8^+^ T cells in the BMP7-knockdown tumors treated with anti-PD1 versus BMP7-knockdown tumors treated with IgG or control tumors treated with IgG or anti-PD1 (Fig. 5c). We also found more CD8^+^ IFNG^+^ T cells in BMP7-knockdown tumors treated with anti-PD1 or IgG than in control tumors treated with IgG (Fig. 5c; Supplementary Fig. 7a). Next, we evaluated the percentages of M2 macrophages (CD206 marker) in BMP7-knockdown tumors treated with anti-PD1, and found that BMP7-knockdown tumors treated with IgG or anti-PD1 had decreased percentages of M2 macrophages compared with control tumors treated with IgG or anti-PD1 (Fig. 5d). We then evaluated percentages and activation of CD4^+^ T cells (via IFNG production) in BMP7-knockdown tumors treated with anti-PD1. We found an increase in percentage of CD4^+^ T cells in BMP7-knockdown tumors treated with IgG or anti-PD1 compared with control tumors treated with IgG or anti-PD1 (Fig. 5e). We also found more CD4^+^ IFNG^+^ T cells in BMP7-knockdown tumors treated with IgG or anti-PD1 than in control tumors (Fig. 5e; Supplementary Fig. 7b). We then evaluated M2 macrophage and CD4^+^ T-cell infiltration by mmunohistochemical (IHC) staining. Concordant with the flow cytometry data, we found that infiltration of M2 macrophages was decreased in BMP7-knockdown tumors treated with IgG or anti-PD1 compared with control tumors (Fig. 5f and Supplementary Fig. 8). On the other hand, we found that infiltration of CD4^+^ T cells was higher in BMP7-knockdown tumors treated with IgG or anti-PD1 compared with control tumors (Fig. 5g). We also tested the combination of BMP7 knockdown and anti-CTLA4 or anti-PDL1. We found that antibodies to both PDL1 and CTLA4 increased survival in combination with BMP7-knockdown compared with control (Fig. 5h, i). In order to determine whether anti-PD1 response in BMP7-knockdown tumors is T-cell or macrophage dependent, we performed depletion experiments in BMP7-knockdown tumors treated with anti-PD1. As shown on Supplementary Fig. 9, CD4^+^ T cells depletion completely reverted anti-PD1 response seen in BMP7-knockdown treated tumors. There was no difference between tumors treated with anti-PD1 alone or in combination with macrophages depleting antibody (Supplementary Fig. 9; Supplementary methods). Finally, we evaluate the prognostic significance of BMP7 expression in samples from 127 patients with NSCLC from The Cancer Genome Atlas (TCGA)^29^. In TCGA lung adenocarcinoma cohort, we found BMP7 significant in univariate Cox analysis but not significant in multivariate Cox model including BMP7 and Stage (Supplementary Table 5a, b). As the *p* value of BMP7 is close to significance in the multivariate model, we searched in The Gene Expression Omnibus (GEO) database for a second cohort of lung adenocarcinoma patients to have at least 100 patients. We found GSE50081 with 181 Stage I and II NSCLC cases from Der SD et al. 2014^30^. We retrieved microarray (Affymetrix Human Genome U133 Plus 2.0 Array) expression (normalized log2) data for BMP7 along with clinical information for the patients. Among them, 127 cases are adenocarcinoma cancers. We performed univariate and multivariate Cox analysis and BMP7 (21160_at) was an independent marker of poor overall survival (Supplementary Table 5c–e, Supplementary Fig. 10a; Supplementary methods). We also analyzed the correlation between BMP7 expression and immune cells markers, including MAPK14, CD68 (resident-tissue macrophages maker), FOXP3 (T regulatory cells marker), CD8A, and CD3E in samples from 127 patients with NSCLC from GSE50081^30^. We found an inverse correlation between BMP7 and MAPK14 and a positive correlation with CD68 and FOXP3 in patients with NSCLC (Supplementary Fig. 10b; Supplementary Methods). Collectively, these findings suggest that BMP7 inhibition or treatment with follistatin may represent a potential therapeutic approach to overcome resistance to immunotherapies such as anti-PD1, anti-CTLA4, and anti-PDL1.

**Fig. 5:**
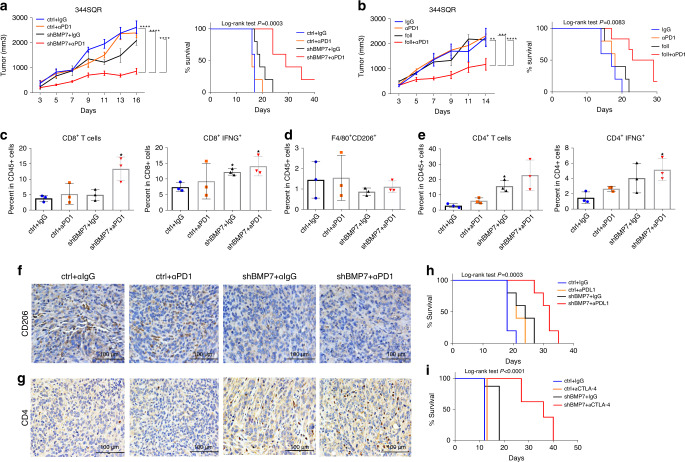
BMP7 inhibition re-sensitizes resistant tumors to anti-PD1 therapy. **a** Tumor growth and survival analysis of mice with 344SQR tumors treated with IgG ctrl (*n* = 5 animals) or anti-PD1 (10 mg/kg) (*n* = 5 animals) or 344SQR shBMP7 tumors treated with IgG (*n* = 5 animals) or anti-PD1 (10 mg/kg) (*n* = 5 animals) twice a week for 2 weeks. **b** Tumor growth and survival analysis of mice with 344SQR tumors (*n* = 5 animals) treated with IgG, anti-PD1 (10 mg/kg), follistatin (0.1 mg/kg), or follistatin (0.1 mg/kg) plus anti-PD1(10 mg/kg) for 2 weeks. For a, ctrl+ IgG vs. shBMP7 + αPD1, ****p < 0.0001, ctrl+ αPD1 vs. shBMP7 + αPD1, ****p < 0.0001 shBMP7+IgG vs. shBMP7 + αPD1, ****p < 0.0001, Two-way RM ANOVA. For b, IgG vs. foll+αPD1, **p = 0.0060, αPD1 vs. foll+αPD1, ***p = 0.0003, foll+IgG vs. foll+αPD1, ****p < 0.0001, Two-way RM ANOVA. Statistical significance was defined as *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Mouse survival rates were analyzed by the Kaplan–Meier method and compared with log-rank tests. **c**–**e** Flow cytometry analysis of CD8^+^(*p = 0.0421), CD8^+^IFNG^+^(*p = 0.0475, *p = 0.0121), F4/80^+^CD206^+^, CD4^+^ (*p = 0.0199), CD4^+^IFNG^+^ T cells (*p = 0.0303) in tumor-infiltrating leukocytes (TILs) from 344SQR ctrl (*n* = 3 biologically independent samples) and 344SQR shBMP7 (*n* = 3 biologically independent samples) tumors treated with IgG or anti-PD1 (10 mg/kg) twice a week for 2 weeks. Data are presented as mean values ±SD. *P* values are from unpaired, two-sided *t* tests. **f**, **g** Representative images of immunohistochemical stains for CD206 (M2 macrophage marker) and CD4 (brown dots) in formalin-fixed paraffin-embedded tissue sections from BMP7-knockdown tumors treated with IgG or anti-PD1 compared with control. A representative staining image from each cohort (*n* = 3 biologically independent samples) is displayed. Data shown are representative of two reproducible independent experiments. Scale bar, 100 μm (×40 magnification). **h**, **i** Survival analysis of mice with 344SQR ctrl tumors or 344SQR shBMP7 tumors treated with IgG or anti-PDL1 (10 mg/kg) (*n* = 5 animals) or anti-CTLA4 (10 mg/kg) (*n* = 8 animals) twice a week for 2 weeks. Mouse survival rates were analyzed with the Kaplan–Meier method, and curves compared with log-rank tests. Statistical significance was defined as *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## Discussion

In the current study, we identify BMP7 as a regulator of resistance to immunotherapies. BMPs are secreted proteins that belong to the TGF-β superfamily and regulate proliferation, differentiation, and apoptosis in many different cell types, including immune cells. Binding of BMP to its receptor leads to the phosphorylation of intracellular Smads, which then bind to co-Smad 4 and translocate into the nucleus to regulate gene expression. BMP7 was upregulated in mouse and human tumors resistant to anti-PD1 therapy, and BMP7 levels were higher not only in blood from mice bearing resistant tumors but also in pretreatment blood from patients exhibiting disease progression while on anti-PD1 and radiotherapy. Our studies reveal that secreted BMP7 impinges on effector T-cell functions, favoring the generation of immunosuppressive cells, and precluding response to immunotherapy. Collectively, our results suggest that targeting BMP7 may represent a therapeutic approach to overcome resistance to checkpoint blockade therapies in cancer.

The BMP7 promoter was hypomethylated in anti-PD1-resistant tumors from our preclinical model, which explains its upregulated RNA and protein levels. 

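Bmp7 (ENSMUSG00000008999) lies on the minus strand of chromosome 2 of GRCm38, from 172868012 to 172940321, with its TSS at 172940321. The promoter window runs from 172939821 to 172941321. It covers the sequence upstream of the TSS, the 252 bp of 5′ untranslated sequence in exon 1 and the start of the coding sequence at 172940069. The 101 bp around the TSS (172940271 to 172940371, on the strand of the gene) read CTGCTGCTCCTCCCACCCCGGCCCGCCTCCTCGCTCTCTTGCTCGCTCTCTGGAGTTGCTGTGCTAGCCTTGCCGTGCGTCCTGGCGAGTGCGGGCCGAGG in the reference and hold 9 CpGs. The qualified CpG sites of the promoter lie from 172939904 to 172940869, 26 on the plus and 35 on the minus strand. Each was covered by 20 to 201 reads, and the median coverage was 87 and 70 reads in the parental tumors and 111 and 89 in the resistant tumors.

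Mean methylation over these sites was 22.2% and 40.1% in replicates 1 and 2 of the parental line, and 3.75% and 9.63% in replicates 1 and 2 of the resistant line. Every site had a lower mean in resistant tumors, by differences from −49.9 to −5.48 points. At 59 of the sites the likelihood ratio test gave an adjusted p under 0.05 among all sites, and at 52 both resistant tumors were lower than both parental tumors. At 25 sites upstream of the TSS, methylation was 24.6% and 31.9% in parental tumors against 4.25% and 2.77% in resistant tumors. At 19 sites in the 5′ untranslated sequence it was 18.8% and 45.6% against 2.31% and 10.7%. At 17 sites in the coding part of exon 1 it was 22.3% and 46.0% against 4.63% and 18.5%, so that replicate 1 of the parental line and replicate 2 of the resistant line lay closest there. The site with the largest difference, at 172940427 and 106 bp upstream of the TSS, had 49.3% of 69 reads methylated (95% Wilson confidence interval 37.8 to 60.8) and 60.3% of 58 reads (47.5 to 71.9) in the parental tumors, and 8.57% of 70 reads (3.99 to 17.5) and 1.28% of 78 reads (0.227 to 6.91) in the resistant tumors. These intervals cover counting error only. Reads copied from the same molecule cannot be told apart and are counted as independent, so the intervals may be too narrow even for that. The site was picked for its difference on the same tumors, which favors a large value. From the lower methylation of this promoter, the paper reasons that hypomethylation explains the higher BMP7 RNA and protein levels of the resistant tumors.

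**Figure D3:**
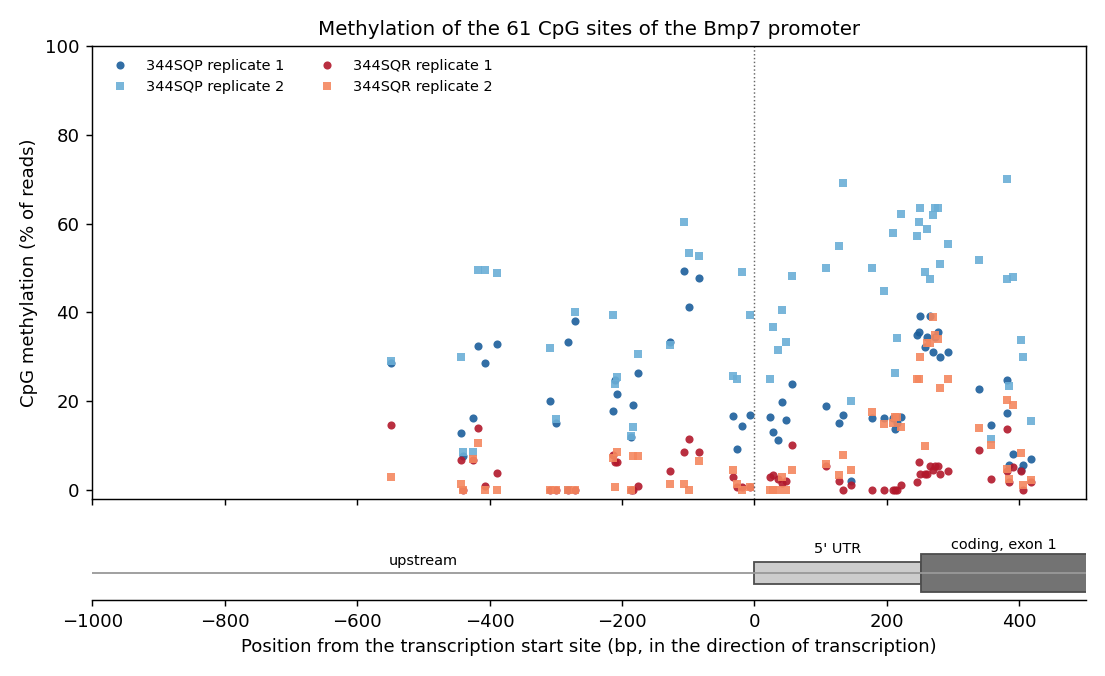
Methylation (% of reads) of each qualified CpG site of the Bmp7 promoter against its position from the TSS in bp, with the 4 tumors as separate points and the annotated parts of the promoter drawn to scale beneath. The resistant tumors lie below the parental tumors at most sites, and replicate 2 of the resistant line rises towards the parental values in the coding part of exon 1.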

Previous studies have also shown that BMP7 expression can be regulated via epigenetic mechanisms^31,32^. Interestingly, others have shown that epigenetic drugs targeting histone deacetylation or methylation modulate the immune response and overcome acquired resistance to immunotherapy. For example, epigenetic drugs enhance the efficacy of immune checkpoint inhibitor therapy by increasing the expression of immune checkpoint ligands and tumor-associated antigens on tumor cells^33^. Our results may suggest that epigenetics drugs can also modulate genes that promote immunosuppression such as BMP7. Nonetheless, further studies in a large number of human derived tumors are necessary to confirm this hypothesis. In addition, further studies are also needed to determine the mechanism behind BMP7 upregulation in tumors and blood from patients with disease progression while on immunotherapies.

Along with BMP7, we found other genes to be epigenetically modulated in the anti-PD1-resistant tumors compared with parental tumors. 

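Further promoters differed between the lines. Klhl1 (ENSMUSG00000022076, promoter on chromosome 14 from 96518602 to 96520102) had 4 qualified CpG sites, each with 102 to 146 reads. Its methylation was 31.7% ± 9.38 (SD, n = 2 tumors) in parental tumors and 8.99% ± 2.26 (SD, n = 2) in resistant tumors, a difference of −22.7 points. The adjusted p from edgeR's quasi-likelihood test was 0.423 without and 0.000654 with the replicate number as a block. The block compares tumors of the same number, which deviated together across promoters with at least 5 sites (r = 0.811, where promoters are not independent replicates). Klhl1 itself did not follow this. Replicate 2 was above replicate 1 in the parental line (38.3% against 25.1%) and below it in the resistant line (7.39% against 10.6%). Its smaller p with the block thus does not come from removing a shared deviation. Fam196a (ENSMUSG00000073805, chromosome 7, 134937930 to 134939430) had 72 sites with 26 to 242 reads. Its methylation was 32.0% and 43.5% in the parental tumors and 9.92% and 19.8% in the resistant tumors (adjusted p = 0.319 without and 1.14e-28 with the block, from edgeR).

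Clic6 (ENSMUSG00000022949, chromosome 16, 92497134 to 92498634) had 8 sites with 50 to 137 reads. It was methylated at 13.3% and 18.2% in the parental tumors and at 35.3% and 65.6% in the resistant tumors, with an SD of 3.51 in the parental line and 21.5 in the resistant line. The adjusted p from edgeR was 0.438 without and 9.85e-07 with the block. Palm3 (ENSMUSG00000047986, chromosome 8, 84020471 to 84021971) had 29 sites with 21 to 249 reads. Both resistant tumors (69.5% and 68.1%) were above both parental tumors (51.0% and 43.4%), with an adjusted p from edgeR of 0.262 without and 3.20e-06 with the block.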

The hypomethylated genes included Klhl1, Slc2a13, Snord37, and Fam196 and hypermethylated included Nav1, Palm3, and Clic6. To date, we did not find studies correlating these genes with resistance to immunotherapies and its role in acquired resistance to anti-PD1 is currently under investigation in our laboratory.

Our studies revealed that proteins known to be related to BMP7 signaling, such as MAPK14^24,25,34–37^, were expressed differently in resistant tumors than in parental tumors. Because MAPK14 is known to be regulated by BMP7^23,24^ via SMAD activation^25^, we focused on this protein for validation studies. BMP7 can either promote or inhibit MAPK14 activation depending on the cellular context and BMP7 dose^23–25,36^. Here, we found that BMP7 specifically regulated MAPK14 at the mRNA and protein levels. We then validated MAPK14 downregulation in 344SQP versus 344SQR tumors, and in cancer patients with progression on immunotherapies. We also validated SMAD1 activation status in patient samples with high BMP7 expression by IHC analysis. These findings suggest that BMP7 downregulates MAPK14 via SMAD1 activation in tumors resistant to anti-PD1 therapy. MAPK14 can act as a tumor suppressor by regulating cell cycle progression and induction of apoptosis or as an oncogene by promoting invasion, inflammation, and angiogenesis^38^. Although our goal in this study was to study the effect of BMP7 on immune cells in the tumor microenvironment, the downregulation of MAPK14 by BMP7 in resistant tumors cells might also be an important mechanism of resistance to immunotherapies that deserve further investigation.

MAPK14 is a member of the p38 MAPK family and it was downregulated not only in tumors but also in TILs from anti-PD1-resistant tumors. P38 proteins are important participants in inflammatory signaling pathways and are activated in response to a variety of cellular stresses, including osmotic shock, lipopolysaccharides, and inflammatory cytokines^39–43^. MAPK14 is the critical isoform in inflammatory responses and is involved in the expression of proinflammatory mediators in macrophages such as IL1B, TNF, and IL12^44–46^ as well as CCL5^47^, COX-2, IL8, IL6, IL3, IL2, and IL1, all of which contain AU-rich elements in their 3′-untranslated regions to which MAPK14 binds^48^. MAPK14 participates in the regulation of IFNG expression and its mRNA stabilization in immune cells^49,50^. Strikingly, the *MAPK14*-regulated inflammatory cytokines IL1A, IL1B, and TNF were downregulated in TILs collected from 344SQR tumors treated with anti-PD1 versus 344SQP. Cytokines and chemokines regulated by MAPK14 including IL1A, IL1B, TNF, CCL5, IFNG, and IL2 were also downregulated in blood from mice bearing 344SQR tumors compared with parental tumors. Others have also found that BMP7 treatment led to significant reductions in proinflammatory cytokines, including TNF, in macrophages in vivo^20,51^ and that BMP7 represses TNF and IL1B in models of chronic and acute renal failure and in chondrocytes from patients with osteoarthritis^52,53^. Our findings confirmed that *MAPK14*, *IL1A*, *IL1B*, TNF, *CCL5*, *IFNG*, and IL2 expression levels were increased in TILs isolated from BMP7-knockdown tumors. These results suggest that BMP7 regulates MAPK14 expression not only in tumors resistant to anti-PD1 but also in TILs in the tumor microenvironment, and that BMP7 also regulates expression of proinflammatory cytokines and chemokines in TILs via MAPK14 regulation. Next, to investigate whether BMP7 regulates MAPK14 via SMAD1 activation in immune cells, as we saw in tumors, we treated macrophages and CD4^+^ T cells with BMP7, with or without its natural inhibitor follistatin, and analyzed SMAD1/5/9 activation. Our results suggest that BMP7 also regulates MAPK14 through SMAD1 activation in these cells. These findings are supported by previous studies in macrophages isolated from a vivo model of atherosclerosis treated with intravenous injections of BMP7 or liposomal clodronate^51^. In that study, BMP7 significantly reduced the number of proinflammatory macrophages and decreased MAPK14 activation while increasing SMAD1/5/8 phosphorylation in macrophages. Other studies have shown that BMP7 promotes M2 polarization in human and mouse macrophages in vitro and in vivo models^20–22^.

MAPK14 signaling promotes not only M2 monocytes polarization into M1-type cells in response to lipopolysaccharides^54^ but also is central in the activation of proinflammatory gene transcription. In macrophages, MAPK14 is activated by lipopolysaccharide and Toll-like receptor-4, which subsequently activates proinflammatory cytokines, including IL1 and TNF^39–42^. Therefore, we next investigated whether secreted BMP7 reduced proinflammatory and chemokines via MAPK14 in macrophages. Of note, BMP7 physiological levels were not directly measured to define the dose in our experiments. We used a concentration of 250 ng BMP7 for our in vitro studies based on previous studies that tested different concentrations that promoted SMAD1/5/9 activation in macrophages^22^. We found that murine macrophages co-cultured with 344SQR cells had lower expression of *MAPK14*, *IL1A*, *IL1B*, *TNF*, and *CCL5* compared with cells co-cultured with 344SQP cells. We confirmed that these findings depended on BMP7 by co-culturing macrophages with BMP7-knockdown 344SQR cells. We found that murine macrophages co-cultured with BMP7-knockdown 344SQR cells expressed higher levels of *MAPK14*, *IL1A*, *IL1B*, *TNF*, and *CCL5* compared with 344SQR ctrl cells. We then treated RAW 264.7 cells with BMP7, with or without follistatin. As expected, these cells expressed lower levels of *MAPK14*, *IL1A*, *IL1B*, *TNF*, and *CCL5* when treated with BMP7 compared with untreated cells or cells treated with BMP7 plus follistatin. Taken together, these findings show that BMP7 suppresses the proinflammatory cytokine expression regulated by MAPK14 in macrophages.

P38 signaling is known to be activated in T cells stimulated via TCR signaling and reduced in anergic T cells^55^. MAPK14 also participates in the regulation of IFNG expression in CD4^+^ T cells^49^ and promotes the 3¢-untranslated region stabilization of IFNG mRNA in NK cells^50^. Further, the inhibition of MAPK14 in Th1 cells differentiated in vitro blocked the IFNG expression induced by IL12/IL18 and CD3/CD28 stimulation^56–58^. Previous studies showed that treating cells with SB203580, a specific inhibitor of MAPK14, suppressed the transcriptional activation of the IL2 promoter in T lymphocytes^59,60^. Therefore, we investigated the effect of BMP7 on IFNG and IL2 in T cells. SMAD regulatory pathways regulate different aspects of immune activation and immune suppression in T cells^61^. For example, TGFB promotes the differentiation of CD4^+^ T cells into suppressive FOXP3^+^ T regulatory cells via SMAD activation^62^. In the current study, our findings suggest that BMP7 regulates MAPK14 expression via SMAD1 signaling not only in tumors and macrophages but also in CD4^+^ T cells. Activated CD4^+^ T cells incubated with BMP7 had lower *MAPK14*, *IFNG*, and *IL2* expression compared with untreated cells and BMP7 plus follistatin-treated cells. In agreement with these findings, other studies have also correlated IL2 activation with MAPK14 signaling in T cells^63–65^. Notably, other BMPs can promote or inhibit T-cell proliferation and IFNG and IL2 production^16^. Indeed, BMP2, BMP4, and BMP6 can promote CD4^+^ T-cell proliferation and IL2 production^66^. Nonetheless, the effect of BMP7 on CD4^+^ T cells was not clear. In this study, we found that BMP7 decreased *IFNG* and *IL2* expression in CD4^+^ T cells via SMAD1/MAPK14 signaling.

We then tested whether BMP7 knockdown could re-sensitize anti-PD1-resistant tumors to immunotherapy. We found that BMP7 knockdown in anti-PD1-resistant 344SQR model and in 4T1 mouse mammary carcinoma model sensitized tumors to anti-PD1 and extended survival relative to the control. BMP7 pharmacological neutralization via follistatin re-sensitized tumors to anti-PD1 and extended survival relative to the control. As follistatin not only neutralizes BMP7 but other members of the TGFB superfamily such as activins, it might represent a broader approach to overcome resistance to anti-PD1. Interestingly, the combination of BMP7 knockdown and anti-CTLA4 or anti-PDL1 also extended survival compared with control, which suggests that mechanisms of resistance to anti-PD1 might overlap with resistance to anti-CTLA4 or anti-PDL1. We further found increased numbers of CD4^+^ T cells in BMP7-knockdown tumors treated with anti-PD1 or IgG compared with control. We also found that CD4^+^ IFNG^+^ T cells were higher in BMP7-knockdown tumors treated with anti-PD1 or IgG than in control tumors treated with IgG. We found increased numbers and activation of CD8^+^ T cells in BMP7-knockdown tumors treated with anti-PD1. On the other hand, BMP7-knockdown tumors treated with IgG or anti-PD1 had decreased percentages of M2 macrophages compared with control tumors treated with IgG or anti-PD1. These findings are supported by others showing that BMP7 increases M2 macrophage differentiation in vitro and in vivo in different models^20–22,51^. We next sought to clarify if anti-PD1 response in BMP7-knockdown tumors was T-cell or macrophage dependent. To address this question, we performed depletion experiments using specific antibodies to deplete CD4^+^ T cells or macrophages in BMP7-knockdown tumors treated with anti-PD1. Our results showed that CD4^+^ T-cell depletion completely reverted anti-PD1 response seen in BMP7-knockdown treated tumors. There was no difference between tumors treated with anti-PD1 alone or in combination with macrophages depleting antibody. These results might be explained by the fact that M2 macrophages were also depleted which might improve antitumor immune response.

In conclusion, we demonstrated that secreted BMP7 promotes resistance to anti-PD1 therapy by repressing macrophage-mediated inflammatory responses and Th1-associated cytokines in the tumor microenvironment. BMP7 downregulated MAPK14 and MAPK14-regulated cytokines and chemokines including IL1A, IL1B, TNF, and CCL5 via SMAD1 activation. At the same time, BMP7 decreased CD4^+^ T-cell activation by downregulating IFNG and IL2 expression via SMAD1/ MAPK14 signaling (Fig. 6). Collectively, these findings suggest that BMP7 inhibition may represent a target for overcoming resistance to cancer immunotherapies.

**Fig. 6:**
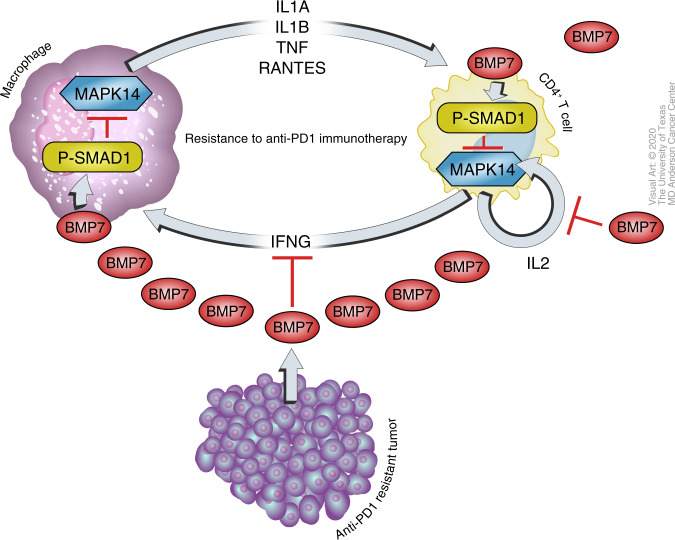
Work model. Tumors with acquired resistance to immunotherapies secretes BMP7, a member of the TGFβ superfamily, repressing macrophage-mediated inflammatory responses and Th1-associated cytokines in the tumor microenvironment. BMP7 downregulated MAPK14 and MAPK14-regulated cytokines and chemokines including IL1A, IL1B, TNF, and CCL5 via SMAD1 activation in macrophages. At the same time, BMP7 decreased CD4^+^ T-cell activation by downregulating IFNG and IL2 expression via SMAD1/ MAPK14 signaling. Taken together, these findings suggest that BMP7 may represent a potential target for therapeutic approaches to overcome resistance to immunotherapies.

## Methods

### Patient tumor and blood samples

Tumor biopsies from a NSCLC patient with disease progression after pembrolizumab (NCT02444741), a patient with adrenocortical carcinoma and a patient with Mixed Mullerian carcinoma with disease progression after ipilimumab (NCT02239900) were examined. Paraffin-embedded tissues were used for the IHC analysis. Biopsies were collected prior treatment with radiotherapy. Pretreatment blood samples from patients with PD on pembrolizumab (NCT02444741; NCT02402920) (*n* = 5) versus patients with PR or SD (n = 4) were collected in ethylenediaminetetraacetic acid (EDTA) tubes. Blood samples were centrifuged at 1000 × *g* for 10 min, and plasma samples were collected and kept at −80 °C until analysis. All patients provided written informed consent before enrollment and the study protocol and amendments were approved by The University of Texas MD Anderson. Cancer Center Institutional Review Board (protocols 2014-1020 and 2013-0882).

### Cell lines

The 344SQ parental cell line (344SQP) was a generous gift from Dr. Jonathan Kurie (MD Anderson). From the 344SQP cell line, we generated an anti-PD1-resistant cell line (344SQR) as previously described^4^. RAW 264.7 and EL4 cell lines were obtained from the American Type Culture Collection (ATCC; Manassas, VA, USA). Cell lines were cultured in complete medium (RPMI-1640 supplemented with 100 units/mL penicillin, 100 μg/mL streptomycin, and 10% heat-inactivated fetal bovine serum) and incubated at 37 °C in 5% CO_2_. Cell lines were validated by DDC Medical (http://ddcmedical.com; Fairfield, OH) by short-tandem-repeat DNA fingerprinting.

### Establishment of stable BMP7- and MAPK14-knockdown cells

To establish stable BMP7-knockdown cells, GIPZ Non-silencing Lentiviral shRNA Control (Catalog #RHS4348, Dharmacon) and specific mouse shRNA targeting BMP7 (pGIPZ Clone ID V2LMM_12865, Dharmacon) and MAPK14 (pGIPZ Clone ID V3LMM_415230, Dharmacon) viral supernatants were purchased from the shRNA and ORFeome Core at MD Anderson Cancer Center. 344SQR and EL4 cells were infected and incubated with the viral particles supplemented with Polybrene (8 µg/mL, Sigma) overnight at 37 °C. Puromycin (1 µg/mL) was used to select and maintain BMP7-knockdown in 344SQR cells and MAPK14-knockdown in EL4 cells. Stable repression was verified by quantitative PCR and western blotting.

### Reduced representation bisulfite sequencing

Reduced representation bisulfite sequencing (RRBS) was done by the Epigenomics Profiling Core and Science Park NGS facility at MD Anderson Cancer Center. A KAPA Library Quantification Kit (KAPA Biosystems) was utilized to quantify RRBS libraries for pooling, and a final concentration of 1.5 nm was loaded onto an Illumina cBOT for cluster generation before sequencing on an Illumina HiSeq 3000 using a Single Read 50 bp run. The libraries were sequenced using 50 bases single read protocol on Illumina HiSeq 3000 instrument. 49–85 million reads were generated per sample. Mapping: The adapters were removed from 3¢ ends of the reads by Trim Galore! (version 0.4.1) (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and cutadapt (version 1.9.1). Then, the reads were mapped to mouse genome mm10 by the bisulfite converted read mapper Bismark (version v0.16.1) and Bowtie (version 1.1.2). In all, 92–94% reads were mapped to the mouse genome, with 66–68% uniquely mapped. In all, 33–56 million uniquely mapped reads were used in the final analysis. Methylation calling: The methylation percentages for CpG sites were calculated by the bismark_methylation_extractor script from Bismark and an in-house Perl script. Differential methylation: the differential methylation on CpG sites was statistically assessed by R/Bioconductor package methylKit (version 0.9.5). 

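Each strand of a CpG was its own site. The tumors listed 2770733 and 2695851 sites (parental tumors) and 3772295 and 6377285 sites (resistant tumors) with at least 1 read, of which 1118148 and 1161085, and 1158585 and 1177303, had 20 reads or more. Median coverage at the sites that reached 20 reads in every tumor was 98 and 112 in the parental tumors and 130 and 133 in the resistant tumors.

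The likelihood ratio test called 264099 of these sites (24.4%) at an adjusted p under 0.05, with 198819 lower and 65280 higher in resistant tumors. With the replicate number as a block, in a Mantel-Haenszel test, it was 252307 sites. The splits that put 1 tumor of each line on both sides gave 245518 sites (replicate 1 against replicate 2) and 123322 sites. Fisher's exact test on the reads pooled by line called 236799. An F test that scales each site by the spread of its tumors, with 2 residual degrees of freedom, called 0 sites, while 22305 had an unadjusted p under 0.05. With so few degrees of freedom, its count of 0 does not show that no site differs.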

The CpG sites with read coverage ≥20 in all the samples were qualified for the test. The significance of differential methylation on gene level was calculated using Stouffer’s *z* score method by combining all the qualified CpG sites inside each gene’s promoter region (defined as −1000 bp to +500 of TSS), and was corrected to FDR by Benjamini & Hochberg method. 

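The promoters tested held a median of 26 and at most 363 qualified CpG sites. Of the promoters called, 3633 (46.9%) differed by less than 5 points. In 4536 of the promoters called (58.5%) the 2 tumors of one line lay entirely above those of the other, against 40.1% of all promoters tested and 33.3% by chance. The calls were made on the same tumors, which favors such separation.

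The tests were run on simulated reads with the coverage and mean methylation of these sites, in which 200 promoters were changed by 15 points. Where reads were the only source of error, the likelihood ratio test with Stouffer's z score called 15 of 19879 unchanged promoters. Where the tumors also differed at random, with an SD of 0.3 on the log odds scale, it called 98% of the changed promoters and 6271 of the unchanged ones (31.5%), and the Mantel-Haenszel test with the replicate number as a block called 5771 unchanged promoters. The SD of this spread was a chosen value, not one estimated from the tumors. This spread was drawn for each tumor separately, so spread shared by tumors of the same number was not simulated. Without the spread, edgeR's quasi-likelihood test called 96% of the changed promoters and 38 of 19869 unchanged ones, and with the replicate number as a block 98.5% and 133. With the spread it called 4.5% of the changed promoters, or 3% with the block, and 0 unchanged ones in both fits. In the tumors, 1734 promoters had an unadjusted p under 0.05 with edgeR, where 1006 are expected by chance. limma on the log2 ratio of methylated to unmethylated reads called 0 promoters, with 2062 at an unadjusted p under 0.05, and it called none of the changed promoters in the simulated reads.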

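With at least 5 qualified CpG sites, an FDR under 0.05 and a difference of at least 20 points, 119 promoters were lower and 24 higher in resistant tumors. In 135 of these 143 promoters (94.4%) the tumors of the lines lay apart without overlap. The filter selects large differences on the same tumors, so this separation is no test of its own. All 143 passed an FDR of 0.05 with the Mantel-Haenszel replicate block, and 132 were called by edgeR with the replicate number as a block, against 1 without it. The split of replicate 1 against replicate 2 of both lines gave 606 promoters under the same filter, and the split that crossed the numbers gave 2.

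Outside the heatmap, the lower promoters with the smallest FDR among those without overlap were Rapgef3os2, Gm42838, Gm23008, Gm42558 and a long noncoding RNA gene on chromosome 18, and the higher ones were Rims3, Dnah7c, Sfta3-ps, Zcchc3 and Cspg4. Rapgef3os2 (chromosome 15, 97765549 to 97767049, 18 sites with 42 to 234 reads) had methylation of 52.1% ± 16.1 (SD, n = 2 tumors) in parental tumors and 18.9% ± 11.3 in resistant tumors. Gm23008 (chromosome 9, 20889757 to 20891257, 11 sites with 48 to 182 reads) had 77.6% ± 11.6 and 43.7% ± 21.5. Rims3, with 3 TSS on chromosome 4 between 120853819 and 120878369 and 54 sites with 25 to 214 reads, had 32.0% ± 12.7 and 54.7% ± 16.3. Sfta3-ps (chromosome 12, 56528760 to 56530427, 11 sites with 27 to 147 reads) had 24.1% ± 9.01 and 55.3% ± 12.1. With edgeR without the block, 0 of these 10 genes had an adjusted p under 0.05 and all had an unadjusted p under 0.05. With the replicate number as a block all had an adjusted p under 0.05. This includes Rapgef3os2, whose tumors of the same number did not deviate together. There replicate 2 was above replicate 1 in the parental line (63.5% against 40.8%) and below it in the resistant line (10.9% against 26.9%).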

Heatmap and clustering: heatmap and clustering were performed on the top 10 hypermethylated genes and top 10 hypomethylated genes (by FDR) from the genes with number of CpG sites in promoter ≥5 and methylation difference ≥20%. Hierarchical clustering was done by hclust function in R using the average methylation percentage of all the qualified CpG sites in each gene’s promoter region. Before clustering, for each gene, the methylation percentages across samples were centered by median and rescaled so that the sum of the squares is 1.0. Euclidean distance and ward.D2 clustering method were used for the clustering of the genes. The heatmap was plotted by heatmap.2 function in R.

### Pyrosequencing methylation assay

Bisulfite PCR was done by the Epigenomics Profiling Core Facility at MD Anderson Cancer Center^67^. Genomic DNA (2 μg) was denatured with 0.2 m NaOH at 37 °C for 10 min followed by incubation with 30 μL of freshly prepared 10 mm hydroquinone and 520 μL of 3 m sodium bisulfite (pH 5.0) at 50 °C for 16 h. DNA was purified on a Wizard Miniprep Column (Promega), desulfonated with 0.3 m NaOH at 25 °C for 5 min, precipitated with ammonium acetate and ethanol, and dissolved in 50 μL of Tris-EDTA buffer (10 mm Tris-HCl, 1 mm EDTA, pH 8.0). Bisulfite-treated DNA (40–80 ng) was amplified with gene-specific primers by PCR. The following PCR conditions were used: initial denaturation at 95 °C for 10 min, followed by 45 cycles comprising denaturation at 95 °C for 30 s, annealing at 55 °C for 30 s, and extension at 72 °C for 30 s. PCR products from the second step were cloned into the pCR4-TOPO vector (Invitrogen), transformed into competent bacteria, and sequenced. Sequences for the primers used, PCR reactions and cycling conditions in this study are provided in Supplementary Table 2. We measured levels of DNA methylation as the percentage of bisulfite-resistant cytosines at CpG sites by pyrosequencing with the PSQ HS 96 Pyrosequencing System (Biotage, Charlottesville, VA) and Pyro Gold CDT Reagents (Biotage).

### Enzyme-linked immunosorbent assay

Serum was collected from mice bearing 344SQP or 344SQR tumors treated with anti-PD1 twice per week for a total of four doses. A week after the last anti-PD1 treatment, whole blood samples were collected by cardiac puncture and centrifuged at 1000 × *g* for 10 min, and serum was collected and kept at –80 °C until analysis. Culture supernatants were freshly collected from 344SQP, 344SQP, 344SQR ctrl, and shBMP7 tumors and directly submitted for analysis. Plasma samples from patients with PD on pembrolizumab (NCT02444741; NCT02402920) and radiotherapy versus patients with PR or SD were collected as previously described. BMP7 levels in serum, plasma, or culture supernatants were measured by ELISA according to the manufacturer’s protocol (Thermo Fisher Scientific, Catalog #EHBMP7 and EMBMP7).

### Quantitative polymerase chain reaction

Total RNA was isolated from cells and tumors with Triazol (Life Technologies) according to the manufacturer’s protocol. For studies of BMP7, MAPK14, IL1A, IL1B, TNF, CCL5, IL2, and IFNG expression, mRNA was retrotranscribed with the iScript™ gDNA Clear cDNA Synthesis Kit (BioRad) and analyzed by quantitative PCR using SYBR Green (Life Technologies) with specific primers (Supplementary Table 6) according to the manufacturer’s protocol. The comparative Ct method was used to calculate the relative abundance of mRNAs compared with *ACTB* (beta-actin) expression for cancer cells or *CD45* expression for immune cells.

### IHC analysis

Formalin-fixed patient samples and mouse tissues were processed in an automatic tissue processor, embedded in paraffin (Peloris, Leica) and cut into 4-μm sections. IHC staining was done in an automated staining system (Leica Bond Max, Leica Microsystems, Vista, CA, USA). In brief, slides were deparaffinized and hydrated, and antigen was retrieved by incubating in citrate buffer, pH 6.0, for 1 h with BMP7 (Abcam, Catalog #ab56023), MAPK14 (Thermo Fisher Scientific, Catalog #PA5-17713), SMAD1(Thermo Fisher Scientific, Catalog #38-5400), anti-Phospho-SMAD1/SMAD5 (Ser463, Ser465) (Thermo Scientific–Life Technologies, Catalog #MA5-15124), anti-mannose receptor (CD206) (Abcam, Catalog #ab64693), or anti-CD4 (Bioss, Catalog #bs-0647R) according to the manufacturer’s protocol. Slides were examined with a Leica DMI6000B microscope (Leica, Buffalo Grove, IL), and images were captured by a charge-coupled device camera and imported into the Advanced Spot Image analysis software package and were quantified using Fiji software (http://fiji.sc).

### Reverse phase protein array

Reverse phase protein array (RPPA) analyses were done by the RPPA-Functional Proteomics core facility at MD Anderson Cancer Center^68^. Tissues were homogenized with a sonicator in a solution containing complete protease and PhosSTOP phosphatase inhibitor cocktail tablets (Roche Applied Science, Mannheim, Germany), 1 mm Na_3_VO_4_ and lysis buffer (1% Triton X-100, 50 mm HEPES [pH 7.4), 150 mm NaCl, 1.5 mm MgCl_2_, 1 mm EGTA, 100 mm NaF, 10 mm NaPPi, 10% glycerol, 1 mm phenylmethylsulfonyl fluoride (serine protease inhibitor), and 10 µg/mL aprotinin). Samples were vortexed frequently on ice and then centrifuged. Cleared supernatants were collected and proteins quantified with a BCA kit (Pierce Biotechnology, Inc., Rockford, IL). Tumor lysates were serially diluted twofold for five dilutions (from undiluted to 1:16 dilution) and arrayed on nitrocellulose-coated slides (Grace Biolab) by Aushon 2470 Arrayer (Aushon BioSystems). Serial diluted lysates were arrayed A total of 5,808 array spots were arranged on each slide, including the spots corresponding to positive and negative controls prepared from mixed cell lysates or dilution buffer, respectively. Antibodies with a Pearson correlation coefficient, between RPPA and western blotting, of >0.7 were considered as “validated”. Each slide was probed with a validated primary antibody plus a biotin-conjugated secondary antibody. Multiple replicates of “Control Lysates” on each slide served as a standard for “spatial correction” and “quality test”. The QC score from “quality test” indicates good (above 0.8) or poor (below 0.8) antibody staining. Samples were probed with 243 antibodies with a tyramide-based signal amplification approach and visualized by 3, 3′-diaminobenzidine (DAB) colorimetric reaction. The signal obtained was amplified using a Dako Cytomation–catalyzed system (Dako) and visualized by DAB colorimetric reaction. The slides were scanned, analyzed, and quantified using customized software (ArrayPro) to generate spot intensity. The analysis was done in R (version 3.5.1). Normalized data were first log2-transformed (log2(*x* + 1)). Proteins expressed at different levels between groups were identified by a *P* value (obtained from the moderated *t* statistic from the LIMMA package) of <0.05. To support visual data exploration, a heatmap for the most significant cases was generated by using the heatmap.2 function from the gplots package.

### Protein extraction and western blot analysis

Total protein was extracted by using NP40 lysis buffer (0.5% NP40, 250 mmol/l NaCl, 50 mmol/l HEPES, 5 mmol/l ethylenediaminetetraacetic acid, and 0.5 mmol/l egtazic acid) supplemented with protease inhibitors cocktails (Sigma-Aldrich). Lysates were centrifuged at 10,000 × *g* for 10 min, and the supernatant was collected for experiments. Protein lysates (40 μg) were resolved on denaturing gels with 4–20% sodium dodecyl sulfate-polyacrylamide and transferred to nitrocellulose membranes (BioRad Laboratories, Hercules, CA). Membranes were probed with primary antibodies directed against BMP7 (Santa Cruz Biotechnology, Catalog # sc-53917), Phospho-Smad1 (Ser463/465)/ Smad5 (Ser463/465)/ Smad9 (Ser465/467) (Cell Signaling Technologies, Catalog#13820), p38 MAPK (Cell Signaling Technologies, Catalog #8690), Vinculin (Cell Signaling Technologies, Catalog #13901), β-Actin (Cell Signaling Technologies, Catalog # 3700) (dilution 1:500), and a secondary antibody conjugated with horseradish peroxidase (dilution 1:2000) (Amersham GE Healthcare). The secondary antibody was visualized by using a chemiluminescent reagent (Pierce ECL kit, Thermo Fisher Scientific, Waltham, MA, USA). Uncropped images of blots are shown in Supplementary Fig. 11.

### Isolation of TILs

Freshly isolated primary tumor tissues (from two or three mice/group) were washed with ice-cold phosphate-buffered saline (PBS) and digested with 250 µg/mL of Liberase TR (Roche) and 20 μg/mL DNase I (Roche) and incubated for 45 min at 37 °C with shaking. Fetal bovine serum was added, and samples were filtered followed by Histopaque-1077 (Sigma-Aldrich) gradient isolation of TILs. The TILs in the interphase were collected and washed with PBS plus 2% fetal bovine serum. TILs were used for nanostring, quantitative PCR, or flow cytometry analysis.

### NanoString immune profiling

RNA samples from TILs isolated from 344SQP (*n* = 2 biologically independent samples) or 344SQR (*n* = 3 biologically independent samples) tumors treated with anti-PD1 as previously described were isolated with Triazol (Life Technologies) according to the manufacturer’s protocol. Samples with 100 ng of RNA were submitted for NanoString analysis using the PanCancer immune profiling panel of 770 genes at the Genomic and RNA Profiling Core at Baylor College of Medicine. The analysis was done in R (version 3.5.1). The Reporter Code Count data received from the core were preprocessed with the NanoStringNorm package. Genes expressed at different levels between groups were identified by a *P* value, obtained from the moderated *t* statistic from the LIMMA package, of <0.05. To support visual data exploration, a heatmap for the most significant cases was generated with the heatmap.2 function from the gplots package.

### Immunofluorescence analysis

RAW 264.7 cells were counted with a hemocytometer (0.4% Trypan blue solution), diluted to 200,000, and seeded in four-well culture slides (Lab-Tek, Catalog #154917), and allowed to attach overnight. Cells were treated with 250 ng BMP7 (R&D Systems, Catalog #5666-BP-010) or follistatin (R&D Systems, Catalog #769-FS-025) and incubated for 24 h, and then fixed with 1% paraformaldehyde for 10 min, followed by a 10-minute wash in 70% ethanol at room temperature. Cells were then treated with 0.1% NP40 in PBS for 20 min, washed in PBS four times, and then blocked with 5% bovine serum albumin in PBS for 30 min. Cells were then incubated with MAPK14 (L53F8) (Cell Signaling, Catalog #9228) and Phospho-Smad1 (Ser463/465), Smad5 (Ser463/465), and Smad9 (Ser465/467) (D5B10) (Cell Signaling, Catalog #13820) in 5% bovine serum albumin in PBS overnight according to the manufacturer’s protocol (dilution 1:25). The next day, cells were incubated with anti-rabbit IgG (H + L), F(ab’)2 Fragment (Alexa Fluor 488 Conjugate) (Cell Signaling, Catalog#4412), or Anti-mouse IgG (H + L), F(ab’)2 Fragment (Alexa Fluor 488 Conjugate) (Cell Signaling, Catalog #4408) secondary antibody according to the manufacturer’s protocol (dilution 1:2000). Then, cells were incubated in the dark with 4 4,6-diamidino-2-phenylindole dihydrochloride (1 mg/mL) in PBS for 5 min, and coverslips were mounted on a slide with an antifade solution (Molecular Probes; Invitrogen, Waltham, MA). Slides were examined with a fluorescence microscope (Leica, Buffalo Grove, IL), and images were captured by a charge-coupled device camera and imported into the Advanced Spot Image analysis software package.

### Co-culture experiments and treatments

Viable cells were counted with a hemocytometer (0.4% Trypan blue solution) and diluted to 40,000 cells per well in 24-wells plates. 344SQP, 344SQR, 344SQ ctrl, or 344SQ-shBMP7 cells were seeded at the top inserts (24-mm Transwell with 0.4-µm pore polycarbonate membrane insert, Sigma-Aldrich), and RAW 264.7, peritoneal macrophages or CD4^+^ T cells were seeded at the bottom of the transwell system. CD4^+^ T cells were isolated from splenocytes by using Dynabeads Untouched Mouse CD4 Cells Kit (Thermo Fisher Scientific–Life Technologies, Catalog #11416D) and activated with LEAF purified anti-mouse CD3ε antibody (5 μg/mL) and LEAF purified anti-mouse CD28 antibody (1 μg/mL) (Biolegend). Cells were then cultured in complete medium (RPMI-1640 supplemented with 100 units/mL penicillin, 100 μg/mL streptomycin, and 10% heat-inactivated fetal bovine serum) and incubated at 37 °C in 5% CO_2_ for 24 or 48 h, after which cells were treated with 250 ng of BMP7 (R&D Systems, Catalog #5666-BP-010) or follistatin (R&D Systems, Catalog #769-FS-025) for 24 or 48 h. Follistatin was preincubated with BMP7 at 37 °C for 15 min before their addition to cultures. RNA was then isolated from RAW 264.7 or CD4^+^ T cells and analyzed for MAPK14, IL1A, IL1B, TNF, CCL5, IL2, and IFNG expression with quantitative PCR.

### In vivo studies

All mouse studies were approved by the Institutional Animal Care and Use Committee (IACUC) of The University of Texas MD Anderson Cancer Center before their initiation; animal care was provided according to IACUC standards, and all mice had been bred and were maintained in our own specific pathogen-free mouse colony. For RRBS, RPPA, and TILs studies, primary tumors were established by subcutaneous injection of 344SQP or 344SQR cells (0.5 × 10^6^ in 100 μL of sterile PBS) into the leg of syngeneic 129 Sv/Ev mice (female, 12–16 weeks old). Mice were then given intraperitoneal injections of anti-PD1 or control IgG antibodies (10 mg/kg) (Bio X cell), starting on day 4 after tumor cell inoculation and continuing twice per week for a total of four doses. At 24 h after the last anti-PD1 treatment, tumor tissues were collected for DNA (two mice/group) and protein isolation (two or three mice/group). For TILs isolation, tumor tissues (three mice/group) were collected a week after the last treatment with anti-PD1. For tumor growth and survival studies, primary tumors were established by subcutaneous injection of 344SQR ctrl or 344SQR shBMP7 cells (0.5 × 10^6^ in 100 μL of sterile PBS) into the leg of syngeneic 129 Sv/Ev mice (female, 12–16 weeks old). The mice were then given intraperitoneal injections of anti-PD-1, anti-PDL1 (Durvalumab, Pharmacy MD Anderson), anti-CTLA4 or control IgG antibodies (10 mg/kg) (Bio X cell), starting on day 4 after tumor cell inoculation and continuing twice per week for a total of four doses. At last, primary tumors were established by subcutaneous injection of 344SQR cells (0.5 × 10^6^ in 100 μL of sterile PBS) into the leg of syngeneic 129 Sv/Ev mice (female, 12–16 weeks old), which were then given intraperitoneal injections of anti-PD1 (10 mg/kg), control IgG antibodies (10 mg/kg), follistatin (R&D Systems, Catalog #769-FS-025) (0.1 mg/kg) or follistatin (0.1 mg/Kg) plus anti-PD1 (10 mg/kg), starting on day 4 after tumor cell inoculation. Anti-PD1 antibody was given twice per week for a total of four doses; follistatin was given four times per week before and after anti-PD1 for a total of eight doses. Tumors were measured with calipers three times per week and recorded as tumor volume (in mm^3^) = width^2^  × length/2. Tumor growth curves were compared with multiple *t* tests. Mouse survival rates were analyzed by using the Kaplan–Meier method and compared with log-rank tests.

### Flow cytometry

TILs were blocked with anti-CD16/CD32 (1 µL per sample) before being stained for flow cytometry. For flow cytometry purposes, fluorochrome-conjugated anti-CD3 (Cat #100353), anti-CD4 (Cat #100406), anti-CD8 (Cat #100734), anti-CD45 (Cat #103126), anti-CD11b (Cat #101226), anti-CD11c (Cat #117310), anti-F4/80 (Cat #123108), and anti-CD206 (Cat# 141716) antibodies were purchased from BioLegend. Samples were stained following manufacture’s protocol (1 µL of each antibody per sample) and analyzed with an LSR II flow cytometer and FlowJo software (version 10). Gating strategies are shown in Supplementary Fig. 12.

### Statistical analysis

Prism 8.0 software (GraphPad) and Excel (Microsoft 2016) was used for statistical analyses; the methods used are stated in the figure legends. Statistical significance was accepted at *P* ≤ 0.05. Student’s *t* tests were used to compare differences between individual groups, and tumor growth curves were compared with multiple *t* tests, with error bars representing the standard deviation.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

All data generated or analyzed during this study are included in this published article (and its supplementary information files). Unique material requests should be directed to the corresponding author. Requests are reviewed by MD Anderson Cancer Center to verify whether the request is subject to any intellectual property or confidentiality obligations. Any material that can be shared will be released via a Material Transfer Agreement. Full scans of blots are provided in Supplementary Figs. 12–16. GSE50081 data can be accessed at The Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/). Clinical information for patients with lung adenocarcinoma was retrieved from the article “An Integrated TCGA Pan-Cancer Clinical Data Resource to Drive High-Quality Survival Outcome Analytics”, *Cell*. Volume 173. (https://www.sciencedirect.com/science/article/pii/S0092867418302290?via%3Dihub), but smoking status. The information regarding smoking status of these was retrieved from cBioPortal for Cancer Genomics (http://www.cbioportal.org/)(Ref: Cerami E et al, The cBio Cancer Genomics Portal: An Open Platform for Exploring Multidimensional Cancer Genomics Data, *Cancer Discov*. 2012 May;2(5):401-4. 10.1158/2159-8290.CD-12-0095). Gene expression for BMP7 was downloaded as fragments per kilobase millions (FPKM) quantification mRNA-seq data from the Genomic Data Commons Data Portal (https://portal.gdc.cancer.gov/). The Reduced representation bisulfite sequencing (RRBS) data have been deposited in the GEO database and is available at under the GEO accession number GSE154993.

## References

[1] Topalian SL (2012). Safety, activity, and immune correlates of anti-PD-1 antibody in cancer. N. Engl. J. Med..

[2] Gettinger S, Herbst RS (2014). B7-H1/PD-1 blockade therapy in non-small cell lung cancer: current status and future direction. Cancer J..

[3] Kelderman S, Schumacher TN, Haanen JB (2014). Acquired and intrinsic resistance in cancer immunotherapy. Mol. Oncol..

[4] Wang X (2017). Suppression of type I IFN signaling in tumors mediates resistance to anti-PD-1 treatment that can be overcome by radiotherapy. Cancer Res..

[5] Kretzschmar M, Liu F, Hata A, Doody J, Massague J (1997). The TGF-beta family mediator Smad1 is phosphorylated directly and activated functionally by the BMP receptor kinase. Genes Dev..

[6] Liu F (1996). A human Mad protein acting as a BMP-regulated transcriptional activator. Nature.

[7] Kretzschmar M, Doody J, Massague J (1997). Opposing BMP and EGF signalling pathways converge on the TGF-beta family mediator Smad1. Nature.

[8] Aoki M (2011). Expression of BMP-7 in human gastric cancer and its clinical significance. Br. J. cancer.

[9] Motoyama K (2008). Clinical significance of BMP7 in human colorectal cancer. Ann. Surg. Oncol..

[10] Megumi K (2012). Clinicopathological significance of BMP7 expression in esophageal squamous cell carcinoma. Ann. Surg. Oncol..

[11] Alarmo EL, Kuukasjarvi T, Karhu R, Kallioniemi A (2007). A comprehensive expression survey of bone morphogenetic proteins in breast cancer highlights the importance of BMP4 and BMP7. Breast cancer Res. Treat..

[12] Alarmo EL (2006). Bone morphogenetic protein 7 is widely overexpressed in primary breast cancer. Genes Chromosomes Cancer.

[13] Rothhammer T (2005). Bone morphogenic proteins are overexpressed in malignant melanoma and promote cell invasion and migration. Cancer Res..

[14] Chen J (2010). Expression of bone morphogenetic protein 7 in lung cancer and its biological impact on lung cancer cells. Anticancer Res..

[15] Liu Y, Chen J, Yang Y, Zhang L, Jiang WG (2012). Muolecular impact of bone morphogenetic protein 7, on lung cancer cells and its clinical significance. Int. J. Mol. Med..

[16] Chen W, Ten Dijke P (2016). Immunoregulation by members of the TGFbeta superfamily. Nat. Rev. Immunol..

[17] Hong JH (2009). Effect of bone morphogenetic protein-6 on macrophages. Immunology.

[18] Lee JH (2013). BMP-6 in renal cell carcinoma promotes tumor proliferation through IL-10-dependent M2 polarization of tumor-associated macrophages. Cancer Res..

[19] Martinez VG (2011). The canonical BMP signaling pathway is involved in human monocyte-derived dendritic cell maturation. Immunol. Cell Biol..

[20] Rocher C, Singla R, Singal PK, Parthasarathy S, Singla DK (2012). Bone morphogenetic protein 7 polarizes THP-1 cells into M2 macrophages. Can. J. Physiol. Pharmacol..

[21] Singla DK, Singla R, Wang J (2016). BMP-7 treatment increases M2 macrophage differentiation and reduces inflammation and plaque formation in Apo E-/- mice. PloS ONE.

[22] Rocher C, Singla DK (2013). SMAD-PI3K-Akt-mTOR pathway mediates BMP-7 polarization of monocytes into M2 macrophages. PloS ONE.

[23] Li RX (2015). BMP7 reduces inflammation and oxidative stress in diabetic tubulopathy. Clin. Sci. (Lond.).

[24] Takahashi M (2008). Bone morphogenetic protein 6 (BMP6) and BMP7 inhibit estrogen-induced proliferation of breast cancer cells by suppressing p38 mitogen-activated protein kinase activation. J. Endocrinol..

[25] Hu MC, Wasserman D, Hartwig S, Rosenblum ND (2004). p38MAPK acts in the BMP7-dependent stimulatory pathway during epithelial cell morphogenesis and is regulated by Smad1. J. Biol. Chem..

[26] Klatte-Schulz F (2016). An investigation of BMP-7 mediated alterations to BMP signalling components in human tenocyte-like cells. Sci. Rep..

[27] Chang HM (2015). Recombinant BMP4 and BMP7 downregulate pentraxin 3 in human granulosa cells. J. Clin. Endocrinol. Metab..

[28] Kim K (2014). Eradication of metastatic mouse cancers resistant to immune checkpoint blockade by suppression of myeloid-derived cells. Proc. Natl Acad. Sci. USA.

[29] Cancer Genome Atlas Research N (2014). Comprehensive molecular profiling of lung adenocarcinoma. Nature.

[30] Der SD (2014). Validation of a histology-independent prognostic gene signature for early-stage, non-small-cell lung cancer including stage IA patients. J. Thorac. Oncol..

[31] Loeser RF, Im HJ, Richardson B, Lu Q, Chubinskaya S (2009). Methylation of the OP-1 promoter: potential role in the age-related decline in OP-1 expression in cartilage. Osteoarthr. Cartil..

[32] Kron K (2009). Discovery of novel hypermethylated genes in prostate cancer using genomic CpG island microarrays. PloS ONE.

[33] Dunn J, Rao S (2017). Epigenetics and immunotherapy: the current state of play. Mol. Immunol..

[34] Lee KS, Hong SH, Bae SC (2002). Both the Smad and p38 MAPK pathways play a crucial role in Runx2 expression following induction by transforming growth factor-beta and bone morphogenetic protein. Oncogene.

[35] Iwasaki S (1999). Specific activation of the p38 mitogen-activated protein kinase signaling pathway and induction of neurite outgrowth in PC12 cells by bone morphogenetic protein-2. J. Biol. Chem..

[36] Awazu, M., Nagata, M. & Hida, M. BMP7 dose-dependently stimulates proliferation and cadherin-11 expression via ERK and p38 in a murine metanephric mesenchymal cell line. *Physiol. Rep.***5**, e13378 (2017).10.14814/phy2.13378PMC558226328867673

[37] Wang Y (2016). Bone morphogenetic protein-7 prevented epithelial-mesenchymal transition in RLE-6TN cells. Toxicol. Res..

[38] Wagner EF, Nebreda AR (2009). Signal integration by JNK and p38 MAPK pathways in cancer development. Nat. Rev. Cancer.

[39] Lee JC (1994). A protein kinase involved in the regulation of inflammatory cytokine biosynthesis. Nature.

[40] Kim SH, Kim J, Sharma RP (2004). Inhibition of p38 and ERK MAP kinases blocks endotoxin-induced nitric oxide production and differentially modulates cytokine expression. Pharmacol. Res..

[41] Zhu W (2000). Regulation of TNF expression by multiple mitogen-activated protein kinase pathways. J. Immunol..

[42] Baldassare JJ, Bi Y, Bellone CJ (1999). The role of p38 mitogen-activated protein kinase in IL-1 beta transcription. J. Immunol..

[43] Yang Y (2014). Functional roles of p38 mitogen-activated protein kinase in macrophage-mediated inflammatory responses. Mediators Inflamm..

[44] Yang WS (2012). Nanostructured, self-assembling peptide K5 blocks TNF-alpha and PGE(2) production by suppression of the AP-1/p38 pathway. Mediators Inflamm..

[45] Byeon SE (2011). p38-targeted inhibition of interleukin-12 expression by ethanol extract from Cordyceps bassiana in lipopolysaccharide-activated macrophages. Immunopharmacol. Immunotoxicol..

[46] Garcia J, Lemercier B, Roman-Roman S, Rawadi G (1998). A Mycoplasma fermentans-derived synthetic lipopeptide induces AP-1 and NF-kappaB activity and cytokine secretion in macrophages via the activation of mitogen-activated protein kinase pathways. J. Biol. Chem..

[47] Valledor AF (2008). Selective roles of MAPKs during the macrophage response to IFN-gamma. J. Immunol..

[48] Amirouche A (2013). Activation of p38 signaling increases utrophin A expression in skeletal muscle via the RNA-binding protein KSRP and inhibition of AU-rich element-mediated mRNA decay: implications for novel DMD therapeutics. Hum. Mol. Genet..

[49] Rincon M (1998). Interferon-gamma expression by Th1 effector T cells mediated by the p38 MAP kinase signaling pathway. EMBO J..

[50] Mavropoulos A, Sully G, Cope AP, Clark AR (2005). Stabilization of IFN-gamma mRNA by MAPK p38 in IL-12- and IL-18-stimulated human NK cells. Blood.

[51] Shoulders, H., Garner, K. H. & Singla, D. K. Macrophage depletion by clodronate attenuates bone morphogenetic protein-7 induced M2 macrophage differentiation and improved systolic blood velocity in atherosclerosis. *Transl. Res.***203**, 114 (2018).10.1016/j.trsl.2018.07.006PMC631420130107156

[52] Gould SE, Day M, Jones SS, Dorai H (2002). BMP-7 regulates chemokine, cytokine, and hemodynamic gene expression in proximal tubule cells. Kidney Int.

[53] Gavenis K, Pufe T, Brandenburg LO, Schiffl K, Schmidt-Rohlfing B (2011). Effects of controlled released BMP-7 on markers of inflammation and degradation during the cultivation of human osteoarthritic chondrocytes. J. Biomater. Appl..

[54] Yang Y (2013). LPS converts Gr-1(+)CD115(+) myeloid-derived suppressor cells from M2 to M1 via P38 MAPK. Exp. Cell Res..

[55] DeSilva DR, Jones EA, Feeser WS, Manos EJ, Scherle PA (1997). The p38 mitogen-activated protein kinase pathway in activated and anergic Th1 cells. Cell Immunol..

[56] Yang J, Zhu H, Murphy TL, Ouyang W, Murphy KM (2001). IL-18-stimulated GADD45 beta required in cytokine-induced, but not TCR-induced, IFN-gamma production. Nat. Immunol..

[57] Yu JJ, Tripp CS, Russell JH (2003). Regulation and phenotype of an innate Th1 cell: role of cytokines and the p38 kinase pathway. J. Immunol..

[58] Zhang J (1999). p38 mitogen-activated protein kinase mediates signal integration of TCR/CD28 costimulation in primary murine T cells. J. Immunol..

[59] Matsuda S, Moriguchi T, Koyasu S, Nishida E (1998). T lymphocyte activation signals for interleukin-2 production involve activation of MKK6-p38 and MKK7-SAPK/JNK signaling pathways sensitive to cyclosporin A. J. Biol. Chem..

[60] Crawley JB (1997). T cell proliferation in response to interleukins 2 and 7 requires p38MAP kinase activation. J. Biol. Chem..

[61] Malhotra N, Kang J (2013). SMAD regulatory networks construct a balanced immune system. Immunology.

[62] Takimoto T (2010). Smad2 and Smad3 are redundantly essential for the TGF-beta-mediated regulation of regulatory T plasticity and Th1 development. J. Immunol..

[63] Kogkopoulou O (2006). Conditional up-regulation of IL-2 production by p38 MAPK inactivation is mediated by increased Erk1/2 activity. J. Leukoc. Biol..

[64] Veiopoulou C (2004). IL-2 and IL-10 production by human CD4+T cells is differentially regulated by p38: mode of stimulation-dependent regulation of IL-2. Neuroimmunomodulation.

[65] Nguyen T, Wang R, Russell JH (2000). IL-12 enhances IL-2 function by inducing CD25 expression through a p38 mitogen-activated protein kinase pathway. Eur. J. Immunol..

[66] Martinez VG (2015). The BMP Pathway Participates in Human Naive CD4+ T Cell Activation and Homeostasis. PloS ONE.

[67] Kroeger H (2008). Aberrant CpG island methylation in acute myeloid leukemia is accentuated at relapse. Blood.

[68] Li J (2013). TCPA: a resource for cancer functional proteomics data. Nat. Methods.

# Supplementary material for: Bone morphogenetic protein 7 promotes resistance to immunotherapy
**Source:** Nat Commun. 2020 Sep 24;11:4840. doi: 10.1038/s41467-020-18617-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Reduced-representation bisulfite sequencing (RRBS) in 344SQP versus 344SQR tumors treated with anti-PD1

File Name: Supplementary Data 2

Description: Raw data for Figure 3

# Supplementary material for: Bone morphogenetic protein 7 promotes resistance to immunotherapy
**Source:** Nat Commun. 2020 Sep 24;11:4840. doi: 10.1038/s41467-020-18617-z
**Supplement:** Supplementary file 4 — Supplementary Data 1

**Supplementary data 1.** Reduced-representation bisulfite sequencing in 344SQP versus 344SQR tumors treated with anti-PD1.

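Supplementary Data 1 has a line per gene, with the number of qualified CpG sites in the promoter, the methylation of parental and of resistant tumors in percent, their difference, the p from Stouffer's z score and the FDR. The paper's table, as read, holds 14670 genes, of which 4818 have the paper's FDR under 0.05, 3540 lower and 1278 higher in resistant tumors. Of these genes, 13048 were matched by name to a promoter of the annotation used here, and 8395 (64.3%) of those had the same number of CpG sites. Where the number of sites was the same, the recomputed p lay within 0.001 of the paper's for 99.7% of genes when z scores carried the sign of each site's difference. The paper's methylation values differed there from the recomputed ones by a median of 3.54e-10 points when the reads of the 2 tumors of a line were added at each site, and by 0.0328 points when the mean of the 2 tumors was taken. Over all matched genes, 91.5% had the same direction, and 4040 had an FDR under 0.05 in both, out of 4259 in the paper's table and 4447 here.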

For Methylation Calling analysis, the methylation percentages for CpG sites were calculated by the bismark\_methylation\_extractor script from Bismark and an in-house Perl script. The differential methylation on CpG sites was statistically assessed by R/Bioconductor package methylKit (version 0.9.5). The CpG sites with read coverage  $\geq 20$  in all the samples were qualified for the test. The significance of differential methylation on gene level was calculated using Stouffer's zscore method by combining all the qualified CpG sites inside each gene's promoter region (defined as -1000bp to +500 of TSS), and was corrected to FDR by Benjamini & Hochberg (BH) method.

How the deposited data were processed for this re-analysis (not part of the article)

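Methylation was measured by reduced representation bisulfite sequencing in 4 tumors of mice treated with anti-PD1, 2 of the parental line and 2 of the resistant line. The lines and replicate numbers were taken from the sample labels, and the treatment from the Fig. 1 legend and the Methods. No other experiment of the paper was analysed here.

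The authors trimmed the reads with Trim Galore! and cutadapt, mapped them to the mouse genome mm10 with Bismark and Bowtie, kept uniquely mapped reads and called methylation with the extractor of Bismark and an in-house script. They deposited a table per tumor with the coverage of each CpG on each strand, as a count of reads, and the percent of those reads that were methylated (C) and unmethylated (T). The tables hold sites with as few as 1 read, replicates were not pooled, and the counts are not normalized. The methylated reads of a site were recomputed as the coverage times the percent, rounded to a whole number.

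Sites with at least 20 reads in all 4 tumors were kept, as in the paper (1081201 sites). The mean coverage at these sites was 103.4 and 120.9 reads in the parental tumors and 140.5 and 144.3 in the resistant tumors. At the minimum of 20 reads, 1 read is worth 5 percentage points, so values of single sites are coarse and most values given are means over the sites of a promoter. Promoters ran from 1000 bp upstream to 500 bp downstream of each TSS of the GENCODE vM21 basic annotation. The windows of all TSS of a gene were joined, and each site counted once.

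The main test followed the paper's Methods. Each site was tested by the likelihood ratio of a logistic model with the line as the only factor and no term for overdispersion, as in methylKit, with p not taken below 2.2e-16. The sites of a promoter were combined by Stouffer's z score with the sign of each site's difference, two-sided, and adjusted by the Benjamini-Hochberg method (FDR under 0.05). The text of the paper does not say whether its z scores carry a sign. Single values per tumor were compared by a two-sided exact permutation test. Windows of 1000 bp outside promoters with at least 3 qualified sites were tested by edgeR's quasi-likelihood test on methylated and unmethylated counts, with an effect for each tumor and the line as the term tested. limma was run on the log2 ratio of methylated to unmethylated reads after 1 read was added to each.

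The sample labels number the tumors of each line 1 and 2, and the pairing in the replicate blocks comes from these numbers. The tumors come from different mice, and neither the labels nor the paper's text says that tumors of the same number share a cage, a day or a library batch. The numbers were kept as a block because tumors of the same number deviated together. In site and promoter tests after the paper's method the block was a Mantel-Haenszel test in place of the likelihood ratio test, and in edgeR it was a term for the replicate. This term leaves edgeR fewer residual degrees of freedom per promoter or window than the fit without it. Its p values then rest more on spread estimated across promoters or windows.

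Alternatives to the main setting were the coverage minimum (10 and 50 reads), both strands of a CpG merged, a cap on coverage, equal depth (reads of each site thinned at random to the lowest coverage among the tumors), autosomes only, sites that qualified in each tumor alone, each tumor left out in turn, z scores without a sign, reads of a promoter pooled, the TSS at the 5′ end of a gene only, Fisher's exact test, an F test scaled by the spread of the tumors, a threshold of 0.01 with at least 25 points, edgeR, limma and the replicate blocks. These choices, the main tests and the rule for the genes named were made before the data were examined, apart from the replicate blocks. The blocks were kept for a reason seen in the data, so they are no pairing fixed in advance. The curated RefSeq transcripts of GRCm38 in place of GENCODE, and reads of a line added at each site, were chosen after seeing the data.

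Genes were named by this rule: the 20 genes of Fig. 1b, and the 5 lower and 5 higher promoters with the smallest FDR among those with at least 5 sites, a difference of at least 20 points and no overlap between the tumors of the lines. A list of 30 genes of the BMP pathway and its effectors, without Bmp7, was treated as a list. The genes of the Y chromosome in the closing section were chosen after the reads of that chromosome were seen.

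The tests across promoters were also run on simulated reads with known changes, edgeR's test of windows was run on 5 sets of simulated windows without a difference, and the per-site tests were checked against scipy. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and limma 3.58.1.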

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

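All tests in this part were chosen only after the result they examine was seen.

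Outside promoters, which the paper does not report on, edgeR's quasi-likelihood test called 898 of 50383 windows of 1000 bp at an adjusted p under 0.05. Of these, 881 (98.1%) were lower in resistant tumors and 17 higher, with a median difference of −26.2 points. In the lower windows, median methylation was 90.8% and 89.8% in the parental tumors and 68.7% and 49.4% in the resistant tumors, against 85.5%, 84.1%, 78.3% and 70.4% in all windows tested. Of the lower windows, 629 were methylated above 80% in both parental tumors, and in 818 methylation was lower in replicate 2 than in replicate 1 of the resistant line. Of all windows called, 509 (56.7%) overlapped an annotated gene. With the replicate number as a block 12641 windows were called.

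Several technical explanations of the windows were weighed. Spread between tumors of a line is counted by edgeR's test. The splits that put 1 tumor of each line on both sides gave 0 windows, with 1938 at an unadjusted p under 0.05 for replicate 1 against replicate 2 and 86 for the crossed split, where 2519 are expected by chance. In these splits the difference between the lines adds to the spread, so few calls were expected from them in any case, and they settle nothing. In 5 sets of simulated windows without a difference between the lines, each with its own spread between tumors of a line, edgeR called 0 windows, with 2519 to 2665 at an unadjusted p under 0.05. This goes against spread drawn for each tumor and window separately. A deviation of a whole tumor across many windows was not simulated. Less complete bisulfite conversion in the parental tumors would raise their values at the least methylated 25% of CpG sites too. There the mean of resistant tumors was not lower. The difference was 0.0269 points, or −0.102% of the median difference of the windows. A different share of host cells, with the shares estimated as described under the other observations, would leave little of the differences at an equal share. There all 898 windows (100%) kept at least 50% of the difference, with a median of −22.9 points. The mean estimated shares of the lines were 12 points apart, so the adjustment could hardly remove more than 12 points from a difference. In the part assigned to tumor cells 833 windows (92.8%) kept a difference at least as large, but in 289 windows a part assigned to tumor or host cells lay outside 0 to 100% by more than 5 points, so neither test settles it. By the order of the tumors, replicate 1 of the resistant line, whose estimated share of tumor cells lies between those of the parental tumors, would lie between them, but its median over all windows tested was −5.79 points from the nearer of the 2. This goes against host cells as the whole explanation. A sequence variant at a single CpG could make a window differ. Without the CpG that differed most, on both strands, 842 windows (93.8%) kept at least 50% of the difference, which leaves this explanation open for the other 56. Deeper sequencing of the resistant tumors was tested too. At equal depth 882 windows (98.2%) kept at least 90% of the difference, which follows from random thinning and does not test depth. If depth were the source, the difference would follow the ratio of coverage between the lines, and the Spearman correlation of the 2 over the windows tested was 0.0211. In the 84 called windows with no higher coverage in resistant tumors the median difference was −30.3 points, against −26.0 in the others. The number of windows past the threshold did change with depth: 9948 windows had an unadjusted p under 0.05 at equal depth against 10760, and 12 of the 898 windows (1.34%) were called again. The pattern cannot be told apart from a deviation of whole tumors or, in 56 windows, from a variant at a single CpG, and no biological reading is given.

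At part of its sites, the Y chromosome had reads in the parental tumors and none in the resistant tumors, which the paper does not report on. Of 673 Y chromosome sites with at least 5 reads in both parental tumors, 364 had 0 reads in both resistant tumors and 309 had a read in at least 1 of them. Around 8 genes between 725128 and 2170409 (Zfy1, Uba1y, Kdm5d, Eif2s3y, Uty, Ddx3y, Usp9y and Zfy2, each with 1000 bp on both sides, 117 sites), there were 456 and 633 reads in the parental tumors and 26 and 23 in the resistant tumors, or 3.90 and 4.58 against 0.162 and 0.132 reads per 1000000 CpG calls.

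Lower depth of the resistant tumors would scale all chromosomes alike, while the reads of these genes per 1000000 CpG calls were 3.46% of those in parental tumors. Fewer tumor cells in the resistant tumors were not found, since the estimated tumor-cell share was 12 points higher there on average. Reads shared with copies on other chromosomes would appear in both lines. A read in a resistant tumor was found at 45.9% of the 673 sites, and around the 8 genes at 2 of 31 such sites. The reads at those 309 sites cannot be told apart from shared copies, which do not account for the 364 sites without reads in resistant tumors. For a single mislabelled tumor, the 2 tumors of a line would differ, and the number of lines in which they lay on different sides of the mean was 0. The paper states that the mice were female. Male mice as hosts of the parental tumors would leave 1 X chromosome in every cell and a relative coverage of the X chromosome near 0.5, and the lower of the 2 values was 0.654. The tests of the other explanations went against them. Whether the lines have the same origin could not be examined, since the tables hold no genotypes. A candidate explanation for the sites without reads is that the cells of the parental line carry a Y chromosome that those of the resistant line have lost. It was found on the same data and was not itself tested. Under it, reads of these genes in the parental tumors would rise in proportion to the tumor-cell share. They were 3.90 and 4.58 per 1000000 CpG calls at estimated shares of 41% and 69%, a smaller rise. Either the estimated shares or the explanation may thus be off.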

How the results depend on the processing

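The RefSeq transcripts and the reads added by line were chosen after the data were seen, and the other alternatives are those listed in the processing summary. The differences between lines in mean methylation and in the share of sites with 0 to 20% methylation kept their direction in every setting tried, from −1.71 to −3.46 points and from 1.00 to 2.95 points across the fits that each left out 1 tumor.

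Counts depended on how the test treats the spread between tumors. The CpG sites called, 264099 in the main setting, were 0 with the F test scaled by that spread (22305 at an unadjusted p under 0.05) and 55308 at 0.01 with at least 25 points. The promoters called, 7750 in the main setting, were 14 with edgeR, 0 with limma (2062 at an unadjusted p under 0.05) and 2367 with edgeR and the replicate block. In simulated reads with spread of a chosen SD between tumors, edgeR called 4.5% of changed promoters. The main test called 31.5% of unchanged ones there, so neither count measures how many promoters differ under such a spread. limma called none of the changed promoters in the simulated reads. The F test has 2 residual degrees of freedom, so its count of 0 does not show that no site differs. Settings other than these tests left the count between 5299 (RefSeq) and 7919 (coverage minimum 10).

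The share of called promoters that were lower in resistant tumors, 76.5% in the main setting, was 75.1% at a coverage minimum of 50, 70.8% with z scores without a sign, 73.7% with RefSeq transcripts, 79.7% with edgeR and the replicate block, and 100% with edgeR (14 lower, 0 higher). The cause was not tested. The promoters at least 20 points lower, 119, were 66 with RefSeq transcripts, whose cause was not tested, and ranged from 63 to 333 across the 4 fits that each left out 1 tumor. The promoters at least 20 points higher, 24, ranged from 3 to 294 across these fits. The counts by the 20-point filter thus rest on which tumors are used.

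The Bmp7 difference was negative in every setting. It lay between −23.0 (reads of the promoter pooled) and −25.5 points (coverage minimum 50) in settings that keep all tumors, and between −15.5 and −33.4 points with a tumor left out. On the log2 scale of the odds it was −2.64 with edgeR (adjusted p = 0.315) and −2.65 with limma (adjusted p = 0.397), while the unadjusted p were 0.00430 and 0.0170, and adjusted over the 20 genes of Fig. 1b alone the p from edgeR was 0.0111. The adjusted p of its other alternatives with a test reached at most 2.12e-33, for edgeR with the replicate block. Over the other 29 named genes, 369 fits with a test gave 312 results on the same side of the threshold, 57 weaker results, of which 28 were from edgeR and 29 from limma without a block, and 0 reversals. Of 58 values without a test that keep all tumors, 56 moved by less than the SD between tumors of a line and 2 by more. With 1 tumor left out, 0 of 116 differences reversed, and with 2 tumors per line these cannot move by more than that SD.

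The windows outside promoters, 898 in the main setting, were 69 with limma, 2837 with at least 1 qualified site and 12641 with edgeR and the replicate block. The cause was not tested. Depth limits the values of single sites, where 20 reads resolve steps of 5 points, and the windows called (12 at equal depth).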

Differences from the paper's values

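No test was chosen for this part after the result was seen, apart from the RefSeq transcripts and the reads added by line, which were chosen after the values were seen.

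Klhl1 promoter methylation in resistant tumors was 8.99%, against the paper's 20.7% in Supplementary Data 1, and in parental tumors it was 31.7% against the paper's 46.3%. None of the alternatives set before the data were examined closed the gap in resistant tumors. The RefSeq transcripts, chosen after seeing the values, did. Ampd3 promoter methylation was 21.8% in parental tumors and 10.8% in resistant tumors, against the paper's 45.3% and 25.2%. Of the alternatives set before the data were examined, only the TSS at the 5′ end of the gene closed both gaps.

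In the paper's Supplementary Data 1, 4818 genes have an FDR under 0.05, against 7750 promoters here. These counts cover different sets, 14670 genes as read and 20135 promoters tested. Over the 13048 genes matched by name, the counts were 4259 in the paper's table and 4447 here. Much of the gap thus lies outside the matched genes. Of the alternatives set before the data were examined, the coverage minimum of 50 (7125) and equal depth (7167) came within 1.5 times the paper's number, and so did the RefSeq transcripts (5299), chosen after seeing the values. The other alternatives for which this number was counted did not. By the filter of the heatmap, the paper's table has 57 lower genes, against 119 promoters here. The coverage minimum of 50 (80) and leaving out replicate 2 of the resistant line (63) closed this gap, and so did the RefSeq transcripts (66), chosen after seeing the values. The other alternatives set before the data were examined, where this number was counted, did not.

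The heatmap of Fig. 1b shows genes with at least 5 CpG sites and a difference of at least 20 points. In the main setting here, Klhl1 had 4 sites and Ampd3 a difference of −11.1 points, so neither passed both criteria. The paper's Methods take the 10 lower and the 10 higher genes with the smallest FDR for the heatmap. Among the promoters that passed these criteria in the main setting, the 10 lower ones with the smallest FDR included 5 of the heatmap's lower genes, and the 10 higher ones included 8 of its higher genes. Rapgef3os2 (FDR 3.71e-192), for instance, ranked above Pamr1 (FDR 1.66e-72). The alternatives were not compared on this ranking.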

Other observations

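Among the tests in this part, those of the X chromosome, of the replicate number, of the tumor-cell part, at an equal tumor-cell share and of the ratio of coverage were chosen only after the result was seen.

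The number of promoters called between the lines by the paper's test may reflect spread between tumors of a line that this test does not count. If so, splits that mix the lines would also give many promoters. The split of replicate 1 against replicate 2 of both lines gave 7249, and 1 of the 3 splits of the 4 tumors, the real one, gave as many as 7750. The share of splits cannot fall under 33.3% with 4 tumors, so it cannot set the line apart from other groupings. With edgeR, where the difference between the lines adds to the spread in a mixed split, these splits called 47 promoters (replicate 1 against replicate 2) and 0 (crossed, with 83 at an unadjusted p under 0.05). Only the crossed split parts the same-numbered pairs as the real split does, and it gave 4919 promoters with the paper's test.

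Promoters also differed between the 2 tumors of a line, and a different share of host cells is a candidate explanation. Under this hypothesis, sites methylated in tumor cells and not in host cells form a peak at the tumor-cell share. The peaks of sites that differ within a line lay at 41% and 69% in the parental tumors and at 51% and 83% in the resistant tumors. If tumor cells had 1 X chromosome and the host cells of the female mice 2, coverage of the X chromosome relative to the autosomes would be 0.795 and 0.655 in parental tumors, and 0.745 and 0.585 in resistant tumors. The observed values were 0.809, 0.654, 0.765 and 0.595, with a largest gap of 0.0201. Relative coverage of chromosome 19 was 1.09, 1.26, 1.15 and 1.30 in the same order. A library batch shared by tumors of the same number could also give such differences. Deviations of same-numbered tumors correlated at r = 0.663 across promoters, which are not independent replicates, and no batch is given that could be separated from the number.

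A different share of host cells might also account for the promoter differences between the lines. The difference within a line correlated with the difference between the lines at r = 0.401 in parental tumors and 0.732 in resistant tumors across promoters, which does not settle it. With the shares read from the peaks, the methylation of each promoter was fitted with an effect of the line and 1 slope on the share within both lines. At an equal share, 142 of the 143 promoters at least 20 points apart (99.3%) kept at least 50% of their difference, while 65 were still at least 20 points apart. The mean shares of the lines were 12 points apart, so the adjustment could hardly remove 50% of such differences. The count of 142 therefore settles nothing. The Bmp7 difference was −29.0 points. The part of the methylation assigned to tumor cells was also solved for in each line, and 129 promoters (90.2%) kept a difference of at least 20 points in it. In 40 of the promoters a part assigned to tumor or host cells lay outside 0 to 100% by more than 5 points, and in 32 the host parts of the lines were at least 20 points apart, so this solution settles nothing. The fit assumes that the shares are right and that the slope is that of host cells and not of a batch. Within these limits, host cells may contribute to the size of the differences between the lines, and these fits do not show how much.

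At equal depth 133 of the 143 promoters (93.0%) stayed at least 20 points apart, which random thinning gives in any case. If deeper sequencing were the source, the difference would follow the ratio of coverage between the lines, and the Spearman correlation of the 2 over 16692 promoters with at least 5 sites was 0.0304. For the lower mean methylation of resistant tumors, incomplete bisulfite conversion was tested at the least methylated 25% of CpG sites, where the difference was 0.0269 points, or −1.04% of the genome-wide difference of −2.59 points, and so in the opposite direction. edgeR without a block, which counts the spread between tumors, called 14 promoters. For the other promoters, the tests without a block do not set the difference between the lines apart from that spread.

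In the list of 30 genes of the BMP pathway and its effectors, which leaves out Bmp7 itself, 25 had qualified sites. By the paper's test 10 had an FDR under 0.05, over all promoters and over the list alone, 7 lower and 3 higher in resistant tumors, with edgeR 0 (1 at an unadjusted p under 0.05) and with edgeR and the replicate block 5. Differences ranged from −8.70 to 9.48 points, and 0 reached 10 points.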
